# Chemical Pretreatment Activated a Plastic State Amenable to Direct Lineage Reprogramming

**DOI:** 10.3389/fcell.2022.865038

**Published:** 2022-03-25

**Authors:** Zhenghao Yang, Xiaochan Xu, Chan Gu, Alexander Valentin Nielsen, Guokai Chen, Fan Guo, Chao Tang, Yang Zhao

**Keywords:** chemical reprogramming, cell plasticity, chromatin accessibility, cell fate transition, direct reprogramming

## Abstract

Somatic cells can be chemically reprogrammed into a pluripotent stem cell (CiPSC) state, mediated by an extraembryonic endoderm- (XEN-) like state. We found that the chemical cocktail applied in CiPSC generation initially activated a plastic state in mouse fibroblasts before transitioning into XEN-like cells. The plastic state was characterized by broadly activated expression of development-associated transcription factors (TFs), such as *Sox17*, *Ascl1*, *Tbx3*, and *Nkx6-1*, with a more accessible chromatin state indicating an enhanced capability of cell fate conversion. Intriguingly, introducing such a plastic state remarkably improved the efficiency of chemical reprogramming from fibroblasts to functional neuron-like cells with electrophysiological activity or beating skeletal muscles. Furthermore, the generation of chemically induced neuron-like cells or skeletal muscles from mouse fibroblasts was independent of the intermediate XEN-like state or the pluripotency state. In summary, our findings revealed a plastic chemically activated multi-lineage priming (CaMP) state at the onset of chemical reprogramming. This state enhanced the cells’ potential to adapt to other cell fates. It provides a general approach to empowering chemical reprogramming methods to obtain functional cell types bypassing inducing pluripotent stem cells.

## Introduction

Somatic cells can be chemically reprogrammed into functional cell types indirectly by first becoming pluripotent through a XEN-like state (Hou et al., 2013; Zhao et al., 2015) or directly without an intermediate pluripotent state. The application superiority of the chemical reprogramming strategy over the transgenic approach in inducing cell fate reprogramming is well established (Zhao, 2019). For example, small molecules are genetically non-integrative, easy to be manipulated, cell-culture standardized, and cost-effective. Chemical cocktails could also help increase efficiency in generating a defined cell type (Zhao et al., 2015). To date, chemical reprogramming has been a promising strategy for obtaining functional cell types in regenerative medicine. Fibroblasts were reported to be reprogrammed into many cell types, including neural progenitors (Cheng et al., 2014), neuron cells (Hu et al., 2015; Li et al., 2015; Mahato et al., 2020; Yin et al., 2019), cardiomyocytes (Fu et al., 2015; Cao et al., 2016), skeletal muscles (Bansal et al., 2019), brown adipocytes (Nie et al., 2017; Takeda et al., 2017), astrocytes (Tian et al., 2016), and endoderm progenitor-like cells (Cao et al., 2017; Wang et al., 2016).

However, the roles of chemicals in reprogramming systems are still elusive, which hampered the development of chemical cocktails for an assigned cell type. In the transgenic approach, the reprogramming factors are always the target cell type enriched TFs. Those TFs are associated with the target cell type’s development or differentiation. They have been intensively studied in somatic reprogramming into induced pluripotency stem cells (iPSCs) and direct lineage reprogramming (Takahashi and Yamanaka, 2006; Xu et al., 2015). They directly serve as the pioneer factors to shape specific cell type favored epigenetic states and activate the expression of other master TFs for cell fate reprogramming (Iwafuchi-Doi and Zaret, 2014). Unlike these reprogramming genes, the mechanisms of chemicals in reprogramming and determining a cell fate are far from known.

Notably, the small molecules essential for CiPSC induction, CHIR99021 (a GSK3 inhibitor), 616452 (Repsox, an ALK5 inhibitor), and Forskolin (a cAMP agonist) and their combinations have been frequently used for the direct induction of different cell types (Zhao, 2019). It suggests that some common mechanisms are underlying these chemical-induced cell-type reprogramming processes. Understanding the mechanisms is beneficial to developing additional chemical reprogramming systems based on the same rationale.

Herein, we found that mouse fibroblasts were initially induced into a plastic chemically activated multi-lineage priming (CaMP) phase in chemical reprogramming before further specification into specific lineages. The CaMP phase was characterized by heterogeneous expression of multiple developmental genes and a global gain of chromatin accessibility. It was induced concomitantly by core small molecules, CHIR99021, 616452, and Forskolin. Introducing the CaMP phase with a chemical pretreatment, we improved the chemical reprogramming systems from fibroblasts directly into functional neuron-like cells and beating myocytes.

## Materials and Methods

### Mice

All procedures involving mice were approved by the Institutional Animal Care and Use Committee (IACUC) and Use Committee at the Peking University, Beijing. For lineage-tracing experiments, 12–16 weeks Col1a2-CreERT2 and Rosa26tdTom mice were used. For *in vivo* labeling, all pregnant female mice have received intraperitoneal injections of tamoxifen (20 mg/ml, Sigma, United Kingdom) at a dose of 4 mg/30 g body weight before the isolation of MEF.

### MEF Isolation

MEF medium: high glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% GlutaMAX, 1% nonessential amino acids (NEAAs), 0.055 mM 2-mercaptoethanol, and 1% penicillin-streptomycin. Mouse embryonic fibroblasts (MEFs) were isolated from ICR mouse embryos. Briefly, after removal of the head, limbs, and viscera, E13.5 embryos were minced with scissors and dissociated in trypsin-EDTA at 37°C for 10 min. After adding MEF medium and centrifugation, MEF cells were collected and cultured.

### Generation of XEN-Like Cells From Fibroblasts

XEN reprogramming medium: KnockOut DMEM supplemented with 10% KnockOut Serum Replacement (KSR), 10% FBS, 1% GlutaMAX, 1% NEAAs, 0.055 mM 2-mercaptoethanol, 1% penicillin-streptomycin (Invitrogen), 50 ng/ml basic fibroblast growth factor (bFGF), and the small-molecule cocktail VC6FAE (0.5 mM valproic acid, 20 μM CHIR99021, 10 μM 616,452, 50 μM Forskolin, 0.05 μM AM580, and 5 μM EPZ004777). MEFs were seeded at 20,000 cells per well of a 12-well plate with an MEF culture medium. For XEN induction, the medium was changed to XEN reprogramming medium the next day, and it was changed every 4 days for 12–20 days.

### Induction of Skeletal Muscle Cells From CaMP State

Skeletal muscle reprogramming medium: DMEM/M199 medium (4:1) supplemented with 10% KSR, 10% FBS, 1% GlutaMAX, 1% NEAAs, 1% penicillin-streptomycin (Invitrogen), and the small-molecule cocktail C6FS (20 μM CHIR99021, 10 μM 616,452, 50 μM Forskolin, and 3 μM SB431542). MEFs were seeded at 20,000 cells per well of a 12-well plate with an MEF culture medium. For skeletal muscle cell induction, the medium was changed to XEN reprogramming medium the next day (day 0), and the medium was switched to skeletal muscle reprogramming medium at day 4 to induce myocytes for 8–12 days. The skeletal muscle reprogramming medium was changed every 4 days.

### Induction of Neuron-Like Cells From CaMP State

Neuron-like cells reprogramming medium: neurobasal plus medium supplemented with 2% B27-plus supplement, 1% GlutaMAX, 1% penicillin-streptomycin (Invitrogen), and the small-molecule cocktail CFI (3 μM CHIR99021, 10 μM Forskolin, and 10 μM ISX-9).

MEFs were seeded at 20,000 cells per well of a 12-well plate with an MEF culture medium. For neuron-like cells induction, the medium was changed to XEN reprogramming medium the next day (day 0), and the medium was switched to neuron-like cells reprogramming medium at day 4 to induce neuron-like cells for 8–12 days. For neuron-like cells maturation, cells were plated on astrocytes at day 12 or day 16, and further culture for 16 days was supplemented with BDNF (20 ng/ml) and GDNF (20 ng/ml). Neuron-like cells reprogramming medium was changed every 4 days.

### Isolation of Astrocytes

Astrocyte medium: DMEM/F12 supplemented with 10% FBS, 1% GlutaMAX, 1% nonessential amino-acids (NEAAs), and 1% penicillin-streptomycin.

After the newborn mice were anesthetized on ice and sacrificed, they were disinfected with 75% alcohol for 5 min. Brain tissue was taken and cut into pieces of 4 mm^3^ with scissors. Pieces of brain tissue were collected and digested with 2 ml 0.25% trypsin and 0.1 ml DNase I (2 mg/ml) for 20 min at 37°C. The digestion was stopped with 2 ml astrocyte medium and centrifuged for 5 min at 1,500 rpm. About 600,000 cells were resuspended with 10 ml astrocyte medium and plated into 10 cm dish. The supernatant was taken into a new T75 flask after 30 min and cultured for 7–10 days. After that, cultured cells were shaken on a shaker for 16 h at 250 rpm. Adherent astrocytes were digested and plated for neuron-like cells maturation.

### Isolation of Neuron Cells

Neuron culture medium: neurobasal plus medium supplemented with 2% B27-plus supplement, 1% GlutaMAX, 1% penicillin-streptomycin. The plating medium was prepared with a neuron culture medium supplement with 10% FBS.

After the newborn mice were anesthetized on ice and sacrificed, they were disinfected with 75% alcohol for 5 min. Brain tissue was taken and cut into pieces of 9 mm^3^ with scissors. Pieces of brain tissue were collected and digested with 3 ml 0.1% trypsin and 0.1 ml DNase I (2 mg/ml) for 9 min at 37 °C. We discarded the supernatant and add 4 ml plating medium. After that, we discarded the supernatant, added 1.5 ml plating medium and 0.1 ml DNase I (2 mg/ml) and pipette 20 times, and collected the supernatant. We repeated this step one more time and centrifuged the collected supernatant for 5 min at 1,000 rpm. Cells were seeded at 25,000 cells per well of a poly-l-lysine pre-coated 12-well plate with a plating medium. We then gently shook the 12-well plate and switched the medium to neuron culture medium 6 h later, and cells were cultured at 37°C.

### Isolation and Culture of Myocytes

After the newborn mice were anesthetized on ice and sacrificed, they were disinfected with 75% alcohol for 5 min. Limb tissue was taken and cut into pieces of 0.1 mm^3^ with scissors. Pieces of limb tissue were collected and digested with 6 ml 0.25% trypsin and 0.2 ml DNase I (2 mg/ml) for 20 min at 37°C, pipette tissue every 5 min. Cells were centrifuged for 10 min at 1,000 rpm and 500,000 cells were plated into 10 cm dish for 2 h. Cells in the supernatant were transferred into a new 10 cm dish for further culture. After 3 days, the medium was switched into skeletal muscle differentiation medium (DMEM medium supplement 2% horse serum) for further culture.

### Immunofluorescence

Cells were washed with PBS and fixed in 4% paraformaldehyde for 15 min at room temperature. After washing twice with PBS, cells were permeabilized and blocked in PBS containing 0.2% Triton X-100 and 3% donkey serum for 1 h at room temperature. Then, the cells were incubated with primary antibodies at 4°C overnight. After washing three times with PBS, secondary antibodies (Jackson ImmunoResearch) were incubated at 37°C for 1 h. The nuclei were stained with DAPI (Roche Life Science) for 5 min. Primary antibodies were those specific to rabbit anti-SALL4 (Abcam, 1:500), mouse anti-Tubb3 (Biolegend, 1:300), rabbit anti-Synapsin 1 (Abcam, 1:500), rabbit anti-Map2 (Millipore, 1:200), rabbit anti-Neun (Millipore 1:500), rabbit anti-GABA (Sigma, 1:300), anti-mouse neurofilament 200 (Millipore 1:300), rabbit anti-vGlut1 (Synaptic system, 1:300), mouse anti-myosin heavy chain (R&D, 1:300), mouse anti-MyoD (Thermo fisher, 1:200), mouse anti-myogenin (Thermo fisher, 1:200), and mouse anti-α-actinin (Sigma, 1:500). The secondary antibodies used were FITC-conjugated secondary antibodies and TRITC-conjugated secondary antibodies (Jackson ImmunoResearch, 1:200).

### RT-qPCR

Total RNA was extracted using the EasyPure RNA Kit (TransGen Biotech) and was reverse-transcribed into cDNA using TransScript One-step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech). Real-time PCR was performed on a Quantagene q225 System (KUBO technology) using 2×T5 Fast qPCR Mix (TSINGKE Biological Technology).

### ATAC-Seq

ATAC-seq libraries were prepared using Trueprep DNA library Prep Kit V2 for Illumina (vazyme). Totally, 50,000 cells were used for every single reaction. Cells were washed in 100 μl cold PBS and resuspended in 50 μl lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40) for 10 min, and nuclei were spun at 500 g for 10 min using a refrigerated centrifuge. Then, the pellet was resuspended in 50 μl transposase reaction mix and incubated at 37°C for 30 min. The samples were purified and purified, and then libraries were amplified by PCR for 13 cycles. The libraries were sequenced using an Illumina HiSeq 2,500 machine.

### RNA-Seq

We treated MEF cells with C6FAE, 6FAE, CFAE, or C6AE from day 0 and extracted total RNA on day 4, day 8, and day 12. Total RNA was extracted using the EasyPure RNA Kit (TransGen Biotech). Library construction was completed by Novogene company. The libraries were sequenced using an Illumina HiSeq 2,500 machine.

### Electrophysiology

Whole-cell patch-clamp recordings were performed by Scope Research Institute of Electrophysiology. All currents were recorded using a MultiClamp 700 A amplifier. For whole-cell patch-clamp recordings, the ACSF (artificial cerebrospinal fluid) extracellular solution contained 128 mM NaCl, 30 mM glucose, 25 mM HEPES, 5 mM KCl, 2 mM Ca^2+^, and 1 mM MgCl_2_. The pH of the bath solution was adjusted to 7.3 with NaOH, and osmolality was 300–305 mOsm/L. The pipette solution consisted of 135 mM KCl, 5 mM Na-phosphocreatine, 10 mM HEPES, 2 mM EGTA, 4 mM Mg-ATP, and 0.5 mM Na_2_-GTP. The pH of pipette solution was adjusted to 7.3 with KOH and osmolality to 280–290 mOsm/L. Whole-cell patch-clamp recordings were carried out using a HEKA EPC10 amplifier with PatchMaster software (HEKA; Instrument Inc., Lambrecht/Pfalz, Germany). To record the sodium and potassium currents, cells were held at −80 mV and depolarized from −80 to +80 mV in 10 mV increments for 1 s. The sample and sweep intervals were 20 µs and 2 s, respectively. To record spontaneous excitatory postsynaptic currents (EPSCs), induced neuron-like cells were held at −70 and 0 mV, respectively.

### Data Processing and Analysis

The data used in the RNA-Seq analysis was combined with our previous data (Yang et al., 2020), and we additionally performed RNA-Seq on the C6F5UE treatment group. Gene expression levels were normalized as log_2_ (FPKM+1) in all bulk RNA-Seq data. For temporal bulk RNA-Seq data clustering in each cocktail treatment, genes that have detected FPKM >1 at least at one sample remained to perform *K*-means clustering and were grouped into 20 clusters. For the cell fate induction experiment, genes that vary >1 among all samples remained to perform heterarchical clustering. PCA was done with all normalized gene expression levels with scaling the normalized expression for each gene by *z*-score among samples. Day 16 and XEN data were adapted from GEO Datasets (GEO IDs: GSE73631). For dropout experiments, gene expression under C6FAE conditions was first compared in MEFs on day 4 and day 8. TFs that increased at least by 1.5 were identified as upregulated and retained for the follow-up analysis.

Single-cell data was adapted from the previously published dataset (GEO IDs: GSE144097). We used Seurat (Stuart et al., 2019) package to do t-distributed stochastic neighbor embedding (t-SNE) projection and visualization. The three germ layer transcriptional factors correlation was calculated with the spearman correlation coefficients between gene pairs with log_2_(UMI count +1) and visualized with heatmap.2 function from ggplot2 package.

ATACseq analysis includes peak calling with MACS (version 2.1.2) (Zhang et al., 2008), differential peak detection with RPKM, and visualization with EnrichedHeatmap (Gu et al., 2018). Two biological replications of Control and CaMP samples were processed and CaMP enriched peak regions and Control enriched peak regions were labeled. Coverage tracks of the samples were generated with the alignment of reads (BAM file) with the bamCoverage function from deepTools (Ramirez et al., 2014). The number of reads per bin was calculated and normalized by reads per kilobase per million mapped reads (RPKM).

These analyses were done with MATLAB and R script.

## Results

### Chemical Reprogramming Cocktails Initially Activated the Expression of a Broad Spectrum of Development-Associated Transcription Factors

To investigate how chemical compounds alter cell fate, we previously studied the chemical reprogramming process from mouse embryonic fibroblasts (MEFs) to XEN-like cells. The study revealed a hierarchical activation of XEN cell master TFs primed by Sox17 and the different roles of essential chemicals during the process (Yang et al., 2020). In parallel to that study, we measured the global gene expression profiles by RNA sequencing during reprogramming. We treated the initial MEFs with chemical cocktails composed of CHIR99021 (C), 616452 (6), Forskolin (F), AM580 (A), and EPZ00477 (E) and collected the samples at days 0, 4, 8, and 12 (Figure 1A).

**FIGURE 1:**
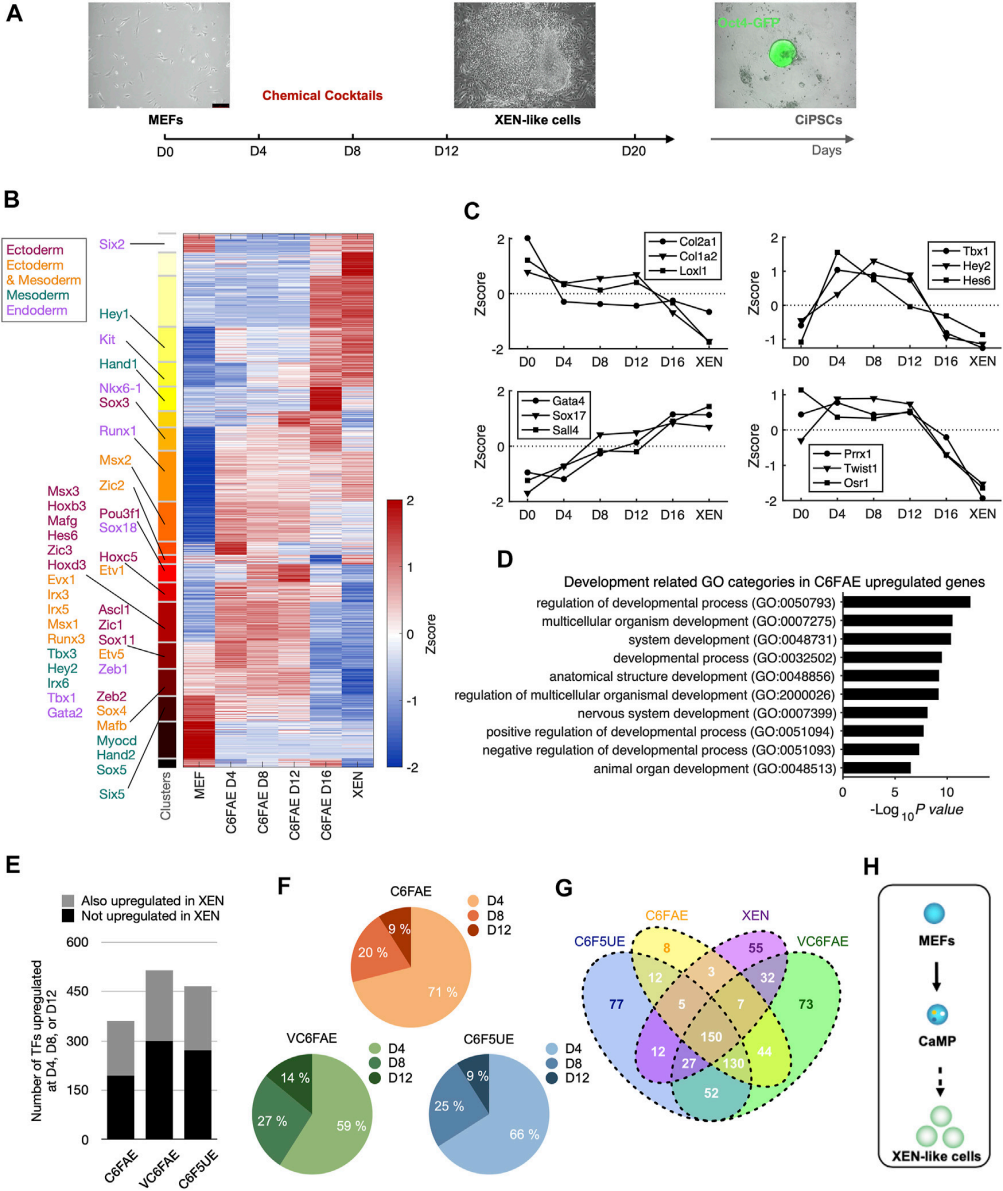
Chemical cocktails activate the endogenous expression of transcription factors for multiple lineages. **(A)** Schematic diagram of chemical reprogramming and bulk RNA-Seq sampling. **(B)** Clustering of temporal gene expression dynamics in the early stage of chemical reprogramming. *K*-means clustering partitioned genes which FPKM >1 at least one-time point into 20 clusters. Known transcription factors (TFs) governing three germ layers development are labeled to the corresponding clusters. **(C)** Representative gene expression dynamics during the early stage of chemical reprogramming. Left top: continuous decline; right top: increase and decline; left bottom: continuous increase; right bottom: late decline. **(D)** Chemical cocktail, C6FAE, upregulated genes in development-associated GO categories. Gene ontology analysis was performed with genes that expressed at least 1.5 larger than MEF in normalized measurement (log_2_(FPKM+1)) at day 4, day 8, or day 12. **(E)** Number of upregulated TFs with different chemical cocktail treatments. Height of bars: total numbers; grey: TFs upregulated in the first 12 days and in XEN cell type; black: TFs upregulated in the first 12 days but not in XEN cell type. **(F)** Percentages of upregulated TFs at different time points with different cocktail treatments. TFs were aligned to the time points based on the first time they show 1.5 larger than MEF in normalized expression. **(G)** Venn diagram of upregulated TFs within different cocktail treatments (day 4, 8, or 12) and XEN cells compared with MEF. **(H)** Two steps schematic highlighting CaMP state in the early stage of XEN induction.

The gene expression induced by C6FAE showed various dynamics (Figure 1B). The genes were categorized into four major groups stepwise (Figures 1B,C): downregulated fibroblast genes in the first 4 days, upregulated genes from day 4 to day 12, upregulated XEN genes, and decreased master genes of fibroblast in the last period. Unexpectedly, those upregulated genes during fibroblast reprogramming to XEN-like cells included a broad spectrum of lineage-associated TFs, such as *Ascl1*, *Zic1*, *Hand2*, *Hey2*, *Nkx6-1*, and *Gata2*, which, respectively, regulate the development of ectoderm, mesoderm, and endoderm (Figures 1B,C). The top-ranked Gene Ontology terms of these lineage-associated genes included “regulation of developmental process,” “multicellular organismal development,” and “system development” (Figure 1D).

We also detected the activation of lineage-associated TFs in a chemical reprogramming system with additional chemical boosters for XEN generation, VPA, UNC0638 (Hou et al., 2013), and CH55 (Zhao et al., 2018) (Supplementary Figure S1). These different chemical cocktails activated lineage-associated TFs before XEN cell fate transition (Figure 1E). The activation timing for 56%–71% of these TFs can be as early as day 4 (Figure 1F). Interestingly, these upregulated lineage-associated TFs were highly overlapping in different chemical cocktails (Figure 1G). Thus, we refer to the induction phase with the activation of multi-lineage TFs, including Sox17 for XEN-like cell induction (Yang et al., 2020), as chemically activated multi-lineage priming (CaMP).

The XEN master genes *Sall4* and *Gata4* were significantly activated in the latest stage after the CaMP state (Figure 1C). It indicates that XEN cell fate was induced in a “plasticization and specification” manner rather than determined in the initial stage of chemical reprogramming (Figure 1H).

### Heterogeneous Expression of Endogenous Development-Associated Transcription Factors in Single Cells

The upregulated developmental genes could be activated in 1 cell simultaneously or in different cells heterogeneously. To clarify these two scenarios, gene expression in individual cells needs to be investigated. Thus, we re-analyzed our single-cell RNA-sequencing data obtained with SMART-seq2 (Yang et al., 2020).

We first confirmed that the upregulated TFs expression profiles are consistent in bulk RNA-Seq and single-cell RNA-Seq (Figure 2A). Cells from early induction time points (d0–d8) were mixed on the dimensional reduction projection by t-distributed stochastic neighbor embedding (t-SNE) with upregulated TFs detected from bulk RNA-Seq (Figure 2B). Cells harvested at day 20 (d20) stretched out of the major population and highly expressed XEN lineage marker genes, *Sox17* and *Sall4,* indicating successfully adapted XEN cell fate (Figure 2C). Cells harvested at day 12 (d12) close to the main group kept the expression of MEF master genes (*Twist1* and *Prrx2*) and a low level of *Sox17* (Figure 2C). This result denied the hypothesis that upregulated TFs were expressed in a group manner while supporting the other one together with the scatter pattern of their expression on the t-SNE map (Figure 2D). Thus, lineage-specific genes upregulated their mRNA levels in the early days heterogeneously.

**FIGURE 2:**
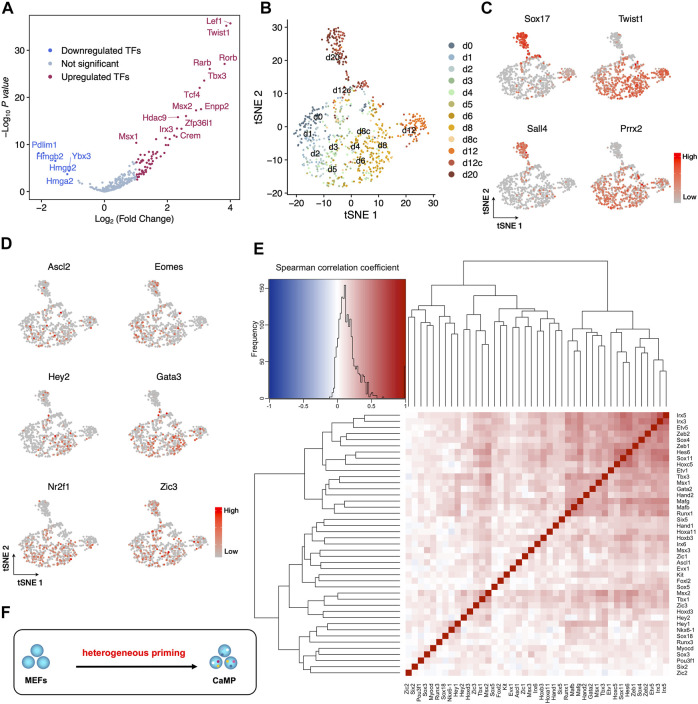
Heterogeneous expression of endogenous development-associated transcription factors in the CaMP phase. **(A)** Consistent with bulk RNA-Seq, upregulated TFs significantly increased expression in cells during the first 12 days of C6FAE induction compared with d0 (MEF) measured by single-cell RNA-Seq. The difference of expression for each gene is calculated as the difference of mean log_2_(UMI counts+1). *p*-value is calculated with two samples unpaired *t*-test. **(B)** t-SNE projection of single cells with upregulated TFs list from bulk RNA-Seq during the XEN reprogramming process. d8c and d12c, cells picked from colonies of day 8 (d8c) and day 12 (d12c). **(C)** Expression of XEN master genes (*Sox17*, *Sall4*) and MEF master genes (*Twist1, Prrx2*) in the t-SNE projection. **(D)** Examples of gene expression of activated development-associated TFs in individual cells on the t-SNE projection. **(E)** Spearman correlation between each pair of the three germ layer master genes. Left top: in the color key, color indicates the value (blue to red: −1 to 1), and histogram (black curve) indicates the statistic of Spearman correlation coefficients in the heatmap. **(F)** Schematic diagram of stochastic activation of endogenous TFs in the CaMP state.

Furthermore, correlation analysis shows that the expression of three germ layer master TFs also does not cluster the genes into groups (Figure 2E). The pairs of these TFs have low Spearman correlation coefficients except that a few pairs have slightly high coefficients around 0.5, such as Irx3 and Irx5, Mafb and Mafg, and Tbx3 and Msx1 (Figure 2F). This may be due to their inherent co-expression patterns or regulation relationships during development (Reinke et al., 2010; Gaborit et al., 2012; Munshi, 2012). Thus, the endogenous expression of TFs for multiple lineages was activated more stochastically. Therefore, the early initiated plastic state was formatted as heterogeneous priming (Figure 2F).

### Chemicals Induced a Global Gain of Chromatin Accessibility at CaMP State as Early as Day 4

We further explored the chromatin accessibility change of the CaMP state by ATAC-sequencing (ATAC-seq). 

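Mouse embryonic fibroblasts treated with C6FAE for 4 days (CaMP) and Control cells were each sequenced as 2 ATAC-seq libraries, prepared from 50000 cells per reaction with 13 cycles of PCR. ATAC-seq reads mark open chromatin, where a transposase can insert sequencing adapters. The Control libraries held 3800049 and 4798705 tags, and the CaMP libraries held 7800792 and 5215704 tags, of which 1 to 2% were redundant. The authors called broad peaks in each library with MACS 2.1.2 at a p-value threshold of 0.05, without local background and without a control library. Tags were extended to 250 bp and 1 tag was kept per position. MACS listed 309475 and 456793 peaks in the Control libraries, covering 185 and 319 Mb, and 266306 and 477218 peaks in the CaMP libraries, covering 208 and 364 Mb. This permissive threshold decided the number of peaks: at a -log10 q of at least 5, 57 and 49 peaks were left in Control and 1708 and 226 in CaMP. At a -log10 q of at least 1.3 (q of 0.05), a threshold chosen after seeing the data, the Control libraries had 3040 and 1982 peaks and the CaMP libraries 15909 and 5567. Peaks past this threshold are called enriched peaks here. The headers of the lists say that q was not calculated, so these counts rest on the q column as listed.

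**Figure D1:**
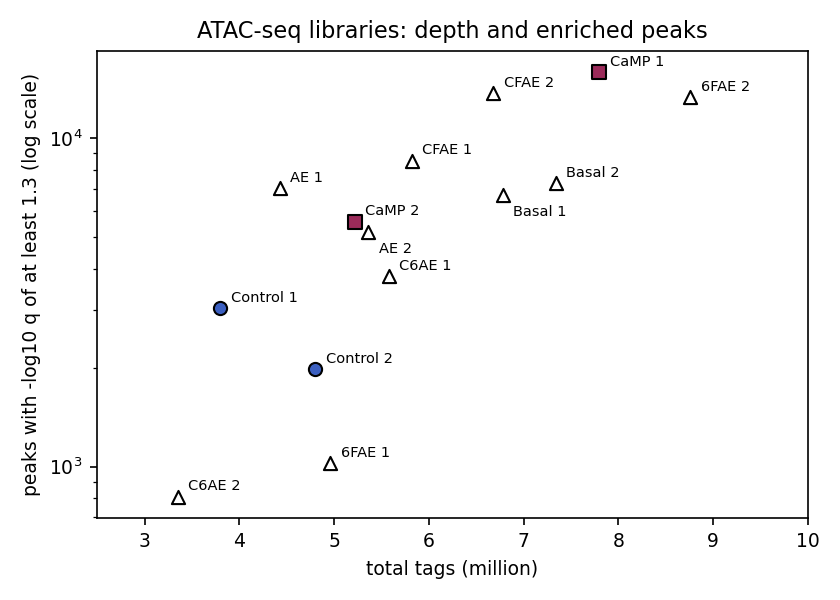
Enriched peaks (vertical axis, log scale) against total tags (horizontal axis) in the 14 ATAC-seq libraries, with Control as circles, CaMP as squares and the other treatments as triangles. The Control libraries have 1982 and 3040 enriched peaks and the libraries of the other treatments between 810 and 13723.

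The authors also averaged RPKM, the reads per kilobase scaled to the mapped reads, in bins over 36431 regions of 500 to 74538 bp, with a median length of 1478 bp. The paper's text does not say whether Figure 3A was drawn from this table. It holds 1 column per treatment, merged over its libraries, so its values carry no replicate error and no test between conditions could be made from them. RPKM was taken as log2(RPKM + 1), as in Figure 3B, and a region was counted as changed when CaMP and Control differed by at least 1 on this scale, a 2-fold change. The paper's text does not name the genome build or how the regions were chosen. Peaks lie beyond the last annotated gene of GRCm38 on 10 of 21 chromosomes, so positions are given as the authors list them and no region was assigned to a gene.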

We detected elevation in chromatin accessibility of the upregulated TFs after 4 days of treatment with chemical compounds.

Interestingly, we found that the CaMP phase significantly opened chromatin accessibility for a large number of genes compared to Control, and only a small proportion of genes had their chromatin accessibility state closed (Figure 3A). This finding was consistent with a substantial upregulation of gene expression induced by chemical compounds. 

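Under the authors' RPKM, 9136 of the 36431 regions (25.1%) were at least 2-fold higher in CaMP than in Control, and 1611 regions (4.42%) were at least 2-fold lower. Of the regions changed, 85.0% were higher in CaMP (95% Wilson interval 84.3 to 85.7%), a ratio of 5.67 higher regions per lower region. The interval covers counting error over regions only, and regions are not replicates. With a pseudocount of 10 the counts were 2601 and 373 (87.5% higher). The split moved most with the scaling between the columns. With each column centred on its median over all regions, 3759 regions were higher and 4081 lower, so that 47.9% of the regions changed were higher. After quantile normalization, 3910 were higher and 3849 lower (50.4% higher). Both settings set the middle of the columns equal, and so remove any gain shared by all regions. With each column centred on the median of the 10% of regions with the highest mean RPKM, 5041 were higher and 3042 lower (62.4% higher).

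**Figure D2:**
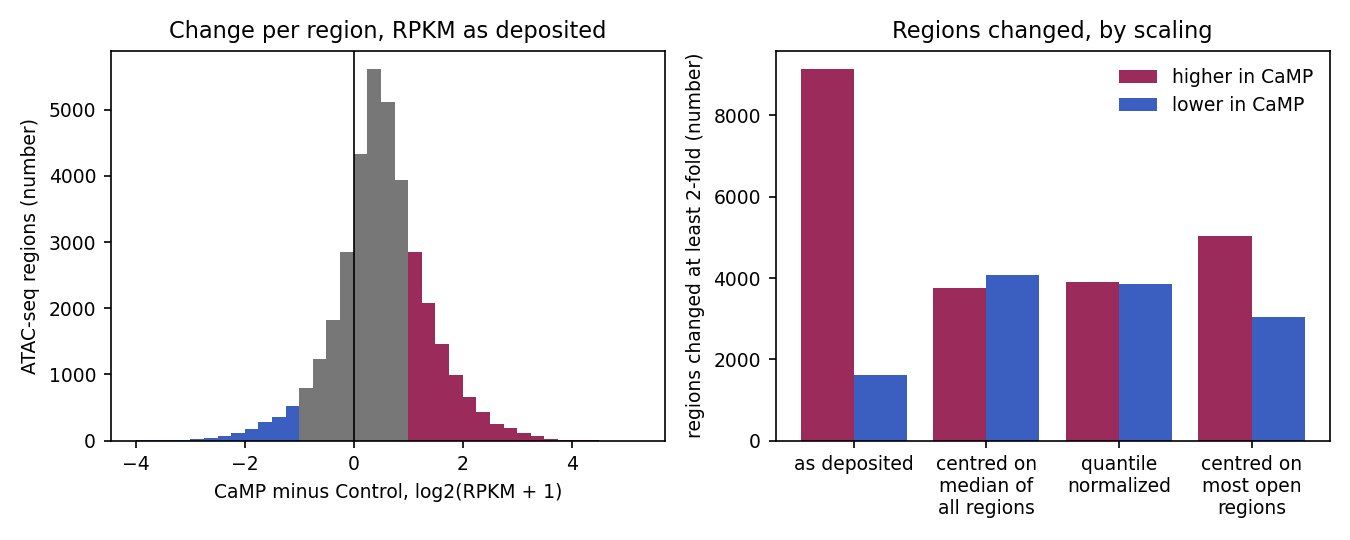
Number of regions by the difference of log2(RPKM + 1) between CaMP and Control (left), with regions at least 2-fold higher or lower in CaMP in red and blue, and the number of such regions under each scaling (right). As deposited, 9136 regions are higher and 1611 lower, and after quantile normalization 3910 are higher and 3849 lower.

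The peak lists hold each library apart, so they were compared with these sets, taking the 20000 peaks with the highest score in each library. Such peaks lay in 4.87 and 4.56% of the 9136 higher regions in the 2 Control libraries and in 52.9 and 34.6% of them in the 2 CaMP libraries. In 1710 of the higher regions (18.7%), both CaMP libraries and neither Control library had such a peak. The 1611 lower regions held such a peak in 47.4 and 26.1% of cases in the Control libraries and in 1.43 and 1.06% in the CaMP libraries, and 130 of them (8.07%) had one in both Control libraries and in neither CaMP library. With every peak of the authors' lists, the higher regions held a peak in 48.3 and 59.9% of cases in Control and in 95.1 and 95.1% in CaMP, and the lower regions in 82.9 and 80.7% in Control and in 37.0 and 45.2% in CaMP. These libraries were part of the merged columns, so the peaks are not independent of the sets.

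Among the 2050 regions with a listed peak in both CaMP libraries and in neither Control library, the largest increase was on chromosome 1 from 152965641 to 152966163, listed at an RPKM of 0 in Control and 31.7 in CaMP, a log2 difference of 5.03. The next were on chromosome X from 7679327 to 7680003 (RPKM 0.242 in Control and 37.0 in CaMP, log2 difference 4.94), on chromosome 13 from 17628079 to 17629101 (log2 difference 4.82), on chromosome X from 48585283 to 48585970 (log2 difference 4.70) and on chromosome 18 from 39328831 to 39329584 (log2 difference 4.66). Among the 395 regions with a listed peak in both Control libraries and in neither CaMP library, the largest decrease was on chromosome 5 from 99647426 to 99648076, with an RPKM of 16.8 in Control and 0.123 in CaMP, a log2 difference of -3.98. It was followed by chromosome 15 from 62165569 to 62166350 (RPKM 36.3 and 1.45, log2 difference -3.93), chromosome 1 from 191400030 to 191400923 (log2 difference -3.79), chromosome 4 from 26737945 to 26738815 (log2 difference -3.76) and chromosome 14 from 117241177 to 117241923 (log2 difference -3.68). From the comparison of both conditions (Figure 3A), the paper states that chromatin opened at a large number of genes in CaMP and closed at few, and it relates the opening to the upregulation of gene expression by the chemical compounds.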

The upregulated level of the activated three germ layer TFs in expression detected by RNA-Seq was positively correlated with the chromatin accessibility change (Figure 3B). In particular, some of the activated lineage-specific TFs, such as *Msx1*, *Nkx6-1*, *Tbx3*, *Zic2*, and *Ascl1*, had strong upregulation of chromatin accessibility after C6FAE treatment (Figure 3C). A few TFs in this list do not show a significant increase in chromatin accessibility due to their original highly open chromatin state (Supplementary Figure S2).

**FIGURE 3:**
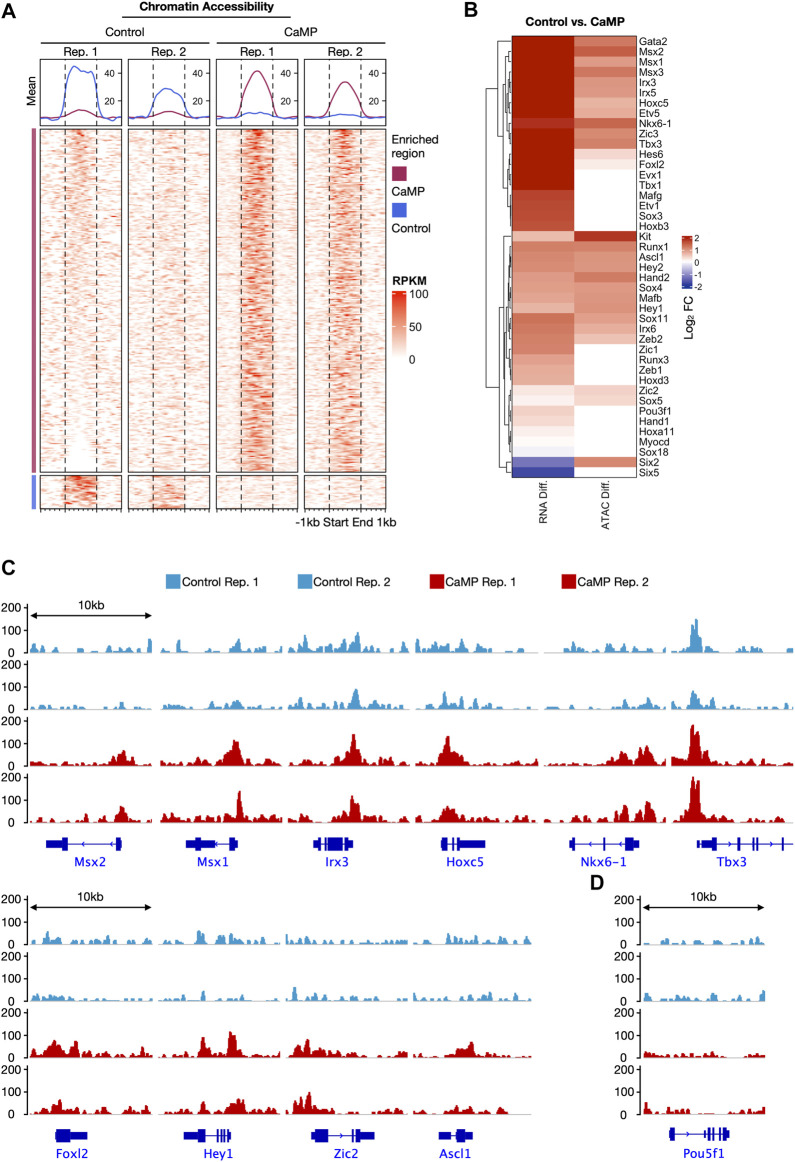
Chemicals induced a global gain of chromatin accessibility at CaMP phase as early as day 4. **(A)** Comparison of chromatin accessibility signals detected by ATAC-seq between Control and CaMP samples at day 4. Differential peak regions are shown with ±1 kb extension. The peak region signals were normalized with RPKM and clustered into “Control enriched region” and “CaMP enriched region.” The above panels show the mean RPKM value of corresponding columns and clusters. Both Control and CaMP conditions have two biological repeats. **(B)** Gene expression changes (RNA Diff.) and chromatin accessibility level changes (ATAC Diff.) of three germ layer master genes after 4 days of treatment of C6FAE compared with MEF. Different levels are quantified with the difference of log_2_(FPKM+1) and log_2_ (RPKM+1), respectively. **(C)** ATAC signal visualization of representative activated TFs with enhanced chromatin accessibility. RPKM range shown is scaled to the same among the four samples. **(D)** ATAC signal visualization of the pluripotency marker gene, *Pou5f1*. RPKM range shown is scaled to the same among the four samples.

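Over all regions of the table, the median difference of log2(RPKM + 1) between CaMP and Control was 0.50 (95% order-statistic interval over regions 0.49 to 0.51). The middle of the distribution, from the lower to the upper quartile, ran from 0.05 to 1.00, and 77.2% of the regions were above 0. The sum of RPKM times length over the 74.5 Mb of regions was 1.37 times as large in CaMP as in Control, with a mean RPKM of 19.0 in CaMP and 13.6 in Control. This sum was 1.25 times in Control and 1.71 times in CaMP the total to which RPKM scales the mapped reads, so it is not a share of the mapped reads and was used only as a ratio. On autosomes alone the ratio was 1.41. The median difference was -0.07 with each column centred on its median, -0.0019 after quantile normalization and 0.11 with each column centred on the most open regions.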

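In the regions at least 2-fold higher in CaMP, the mean RPKM was 6.53 in Control and 20.9 in CaMP, with medians of 6.23 and 20.5. In the regions at least 2-fold lower in CaMP, the mean was 18.6 in Control and 5.78 in CaMP, with medians of 17.96 and 5.352. In the 25684 regions in neither set, the mean was 15.7 in Control and 19.2 in CaMP. The higher regions had a median length of 1180 bp, the lower regions 786 bp and the remaining regions 1751 bp.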

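The biological repeats can be compared through the peaks called in each library. With the authors' peaks, 78568 merged peaks were found in both CaMP libraries but not in both Control libraries (CaMP only). In the other direction there were 63385 (Control only), and 61298 were found in both libraries of both conditions. A peak counted for 1 condition only may thus lie in 1 library of the other. When a peak in 1 library of a condition sufficed, the direction changed, with 290981 merged peaks in CaMP only and 327088 in Control only. With the 20000 peaks of highest score in each library, 6052 were in CaMP only, 1267 in Control only and 4447 in both conditions. The CaMP libraries shared 53.2% of these peaks with each other and the Control libraries 28.8%, while a Control and a CaMP library shared between 30.4 and 40.2%.

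Peaks were also chosen in one repeat and looked for in the other, among the 20000 peaks of highest score in each library. Of the 12025 peaks present in CaMP replicate 1 and absent from Control replicate 1, 36.2% were found in CaMP replicate 2 and 15.2% in Control replicate 2. Of the 11895 peaks present in Control replicate 1 and absent from CaMP replicate 1, 6.05% were found in Control replicate 2 and 5.57% in CaMP replicate 2. With the repeats exchanged, 36.1% of 13956 CaMP peaks were found in CaMP replicate 1 and 16.5% in Control replicate 1, and 8.26% of 13886 Control peaks were found in Control replicate 1 and 9.51% in CaMP replicate 1. Whichever repeat was used for the choice, the peaks of CaMP recurred more often in CaMP than in Control, whereas the peaks of Control were found about as rarely in the other Control library as in the other CaMP library. The lowest listed -log10 q among the 20000 peaks was 0.254 and 0.154 in the Control libraries and 0.974 and 0.369 in the CaMP libraries. The Control sets thus held weaker peaks, and this difference in recurrence cannot be told apart from weaker enrichment of the Control libraries. The same holds for the counts of merged peaks from the 20000 peaks. Enriched peaks were also chosen in replicate 1. Of 13300 such CaMP peaks, 23.9% were found in CaMP replicate 2 and 5.86% in Control replicate 2. Of 430 such Control peaks, 4.65% were found in Control replicate 2 and 7.21% in CaMP replicate 2. With 2 libraries per condition, an exact permutation test cannot give a two-sided p below 0.33, so none was made.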

Moreover, chromatin accessibility of pluripotent genes *Pou5f1* was still not opened after 4 days of treatment with C6FAE (Figure 3D), which meant the global open of chromatin accessibility was not caused by the activation of the pluripotent gene. Overall, the change of chromatin accessibility was further in line with the activation of the development-associated TFs in the CaMP state.

### Core Reprogramming Chemicals (C6F) Concomitantly Induce the CaMP Phase

We further investigated the roles of the essential reprogramming chemicals, CHIR99021, 616452, and Forskolin (C6F) in inducing the plastic CaMP phase. We compared the bulk RNA expression profiles of samples with the treatment of partial cocktails and those with full cocktails. CHIR99021, 616452, and Forskolin were essential for the transcriptional activation of most lineage-specific TFs in the CaMP state. Most of the TFs activated by the cocktail of C6FAE could not be activated without any one of CHIR99021, 616452, and Forskolin (Figures 4A,B). Subtracting any one of CHIR99021, 616452, and Forskolin from day 0 also hampered the expression of the XEN master TFs (Figures 4C,D). Thus, The cooperation of the three core chemicals activated the expression of those TFs in the CaMP phase.

**FIGURE 4:**
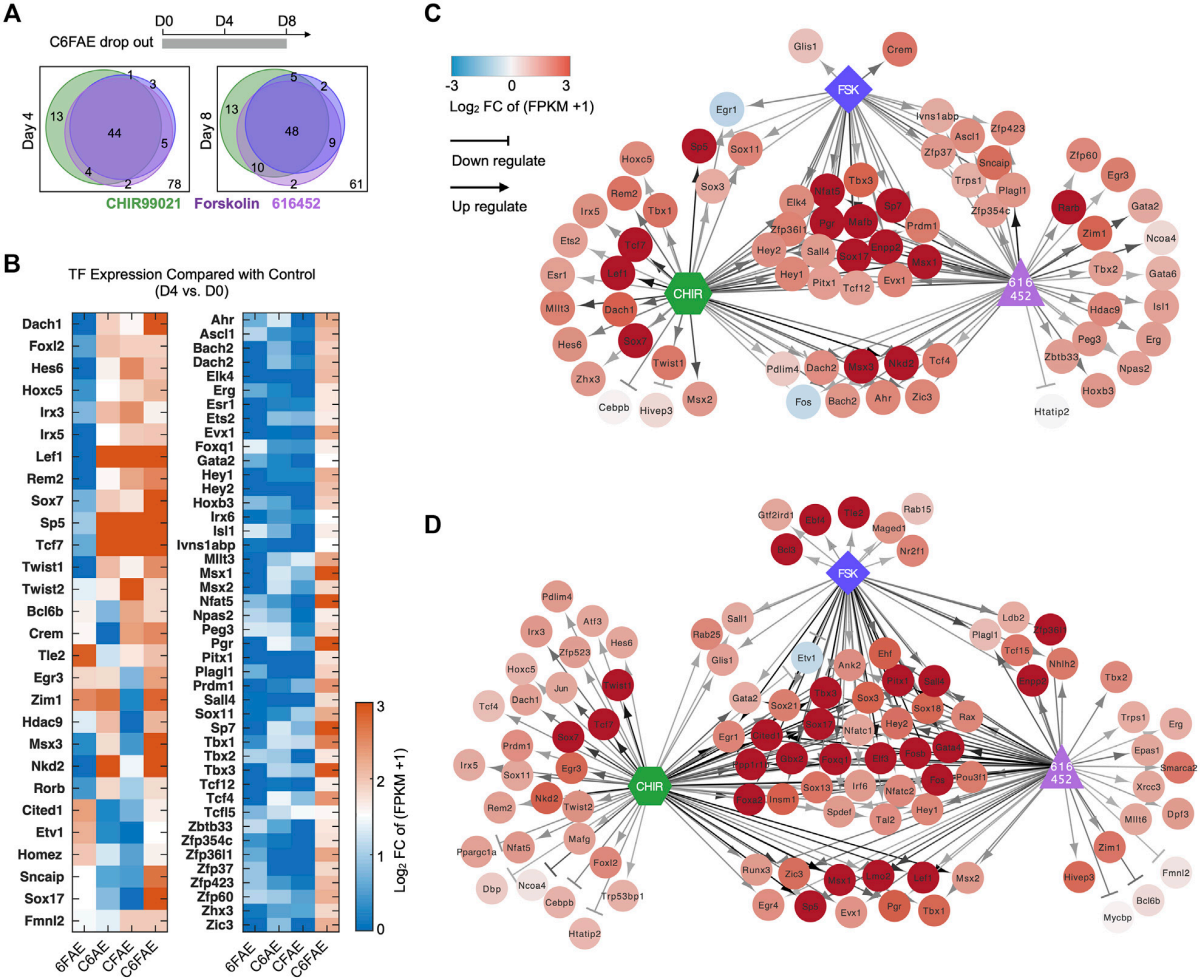
Core reprogramming chemicals (C6F) concomitantly induce the CaMP phase. **(A)** Venn diagram of TFs activated by C, 6, and F, respectively. The gene list was limited to 150 TFs activated by C6FAE. Genes were assumed to be activated by C, 6, or F at day 4 (or day 8) when they were upregulated more than 1.5 in normalized FPKM with the treatment of C6FAE while not being with subtracted each chemical. **(B)** TFs regulated by C, 6, and F during the first 4 days of XEN reprogramming. The expression of these TFs on day 4 was compared with their expression in MEFs in normalized FPKM. The color key is proportionate to the value of data of day 4 subtracted by data of MEFs. **(C, D)** TFs expressed differently when C, 6, and F were removed from the cocktail C6FAE in the first 4 days **(C)** and 8 days **(D)**. Red points: upregulated genes in C6FAE treated cells; blue points: downregulated genes in C6FAE treated cells. Arrows represent promotion, and horizontal lines represent inhibition. The darker lines mean stronger regulation.

In summary, CHIR99021, 616452, and Forskolin concomitantly initiated the CaMP state. All of them contributed to transcriptional activation of development-associated TFs, which explained why most previous chemical reprogramming systems used these three small molecules or those targeting the same pathways.

### Direct Chemical Reprogramming System Into Neuronal Lineage Was Empowered With CaMP Induction

Inspired by the molecular frameworks during cell fate specification in another study of us (Yang et al., 2020), the endogenously activated TFs of multiple lineages in the CaMP induction might be beneficial to induce cell types of other lineages. We found that the TFs of neurons, including Ascl1, a master gene for neuronal reprogramming, were also activated in the CaMP phase. It is possible to induce the neuron-like cells after CaMP induction more efficiently.

By initially introducing CaMP state and changing the culture medium to which favored neuronal maintenance in culture and fine-tuning the composition of chemical cocktails after the CaMP phase, we found that a cocktail, CHIR99021, Forskolin, and ISX9 (CFI), drastically induced the transition from the CaMP to neuron-like cells only after the pretreatment of C6FAE for 4 days. The resulting induced neuron-like cells had more classic neuronal cell morphology and expressed typical neuronal markers Tuj1, Map2, Syn1, neuronfilam 200, and functional markers vGlut1, GABA, *Rbfox3*, *Gabbr2*, and *Chat* (Figures 5A–C). The efficiency of matured neuron-like cells identified by functional synapses marker-Syn1 and Tuj1 co-staining was about 1.7%, and the proportions of GABA or vGlut1 positive cells were about 0.5% and 0.3%, respectively (Figure 5D). In comparison, cells induced without the CaMP pretreatment expressed nearly no mature neural markers after 28 days of induction (Figure 5D).

**FIGURE 5:**
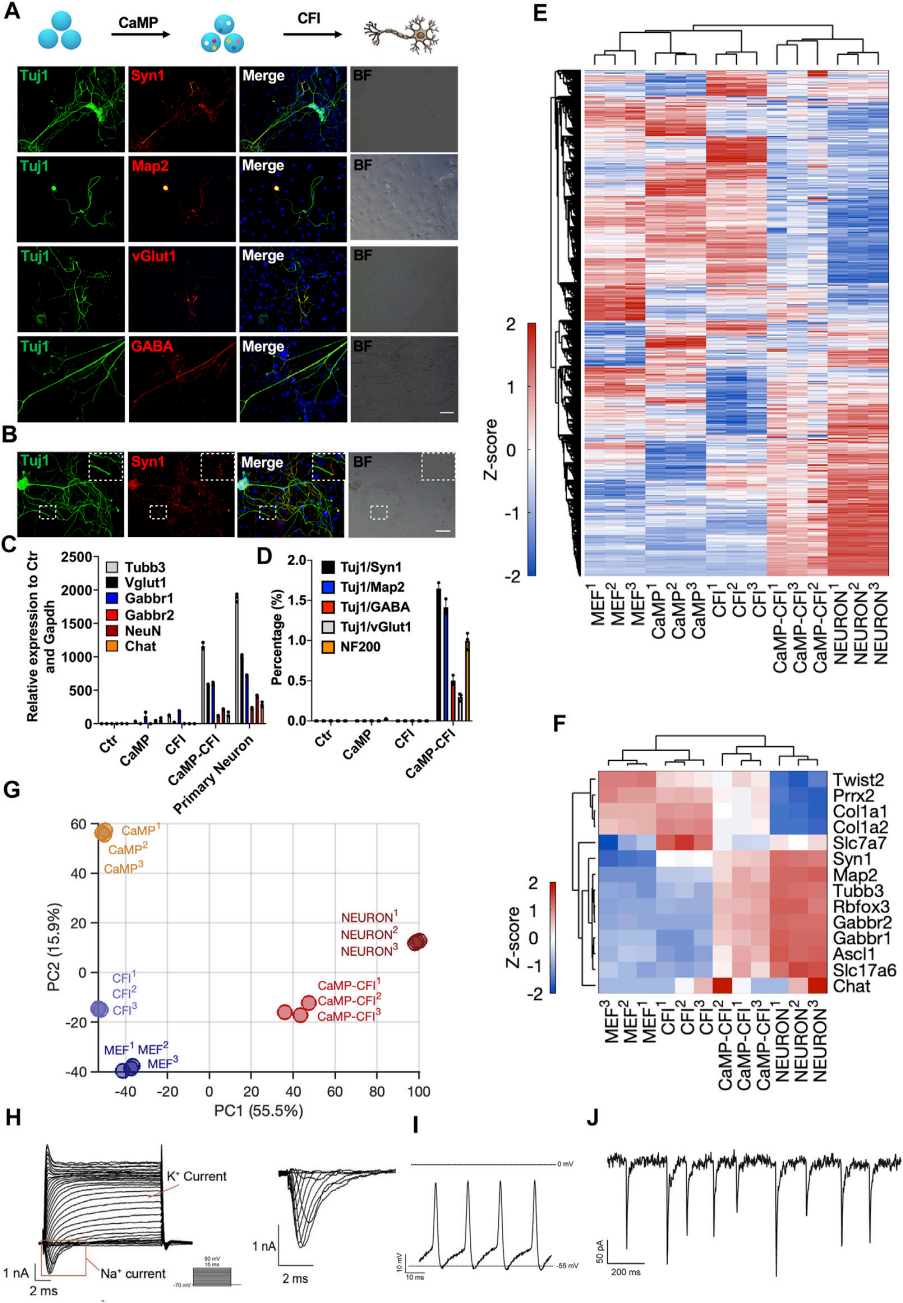
Direct chemical reprogramming system into neuronal lineage was empowered with CaMP induction. **(A)** Immunostaining for the chemically induced neuron-like cells with the CaMP pretreatment. Scale bar, 100 μm; CFI, CHIR99021/616452/Forskolin/ISX-9. **(B)** Immunostaining of CaMP-CFI induced functional synapses identified by Syn1 immunostaining. Scale bar, 100 μm. **(C)** Relative mRNA expression of typical neuronal marker genes induced with or without CaMP pretreatment. **(D)** The efficiency statistics of matured neuron-like cells identified by immunostaining. **(E)** Gene expression heatmap of all differentially expressed genes (normalized FPKM changed more than 1.5 among the samples) in neuron-like cells induced with or without CaMP step. The color key, Z-score of normalized FPKM. **(F)** Gene expression heatmap of typical neuron genes in neuron-like cells induced with or without CaMP step. The color key, Z-score of normalized FPKM. **(G)** PCA projection of neuron-like cells reprogramming processes analyzed with all differently expressed genes. The coefficient of variation (CV) was calculated for each gene among samples, and the PCA was performed with genes with CV larger than 0.1. **(H)** Action potentials of CaMP-CFI induced neuron-like cells after co-culture with astrocytes. One exemplary action potential trace was highlighted. **(I)** Spontaneous excitement potential of CaMP-CFI induced neuron-like cells after co-culture with astrocytes. **(J)** Spontaneous excitatory postsynaptic currents of CaMP-CFI induced neuron-like cells after co-culture with astrocytes.

By RNA sequencing, we found that neuron-like cells induced through CaMP had activated the expression of neuron-specific genes and similar expression profiles to primary neurons. (Figures 5E,F). By the principal component analysis, we found that the neuron-like cells induced through CaMP induction had transcriptional states closer to primary functional cells than cells induced without CaMP priming (Figure 5G). Importantly, action potential, spontaneous excitement potential, and spontaneous excitatory postsynaptic currents (EPSCs) were recorded in induced neuron-like cells after co-culture with astrocytes (Figures 5H–J and Supplementary Table S1).

### Direct Chemical Reprogramming System Into Myocytes Was Empowered With CaMP Induction

Similarly, we optimized the myocytes’ induction through the CaMP state. By treating cells in the CaMP phase with myocyte culture medium containing CHIR99021, 616452, Forskolin, and SB431542 (C6FS), we induced contractile and multinucleated skeletal muscle cells expressing MyHC, Myog, Myod1, ɑ-actinin, and *Tnnt3* in 8–12 days, more efficient and faster than induction with only C6FS (Figures 6A,B and Supplementary video S1). The efficiency of MyHC and ɑ-actinin double-positive skeletal muscle cells was over 4% with P2 MEFs as starting cells. The efficiency of MyHC and ɑ-actinin double-positive skeletal muscle cells was over 4%, and the efficiency could reach 30% with P1 MEFs as starting cells. In comparison, few skeletal muscles cells could be induced without CaMP induction or specification stage with myocyte medium (Figure 6C).

**FIGURE 6:**
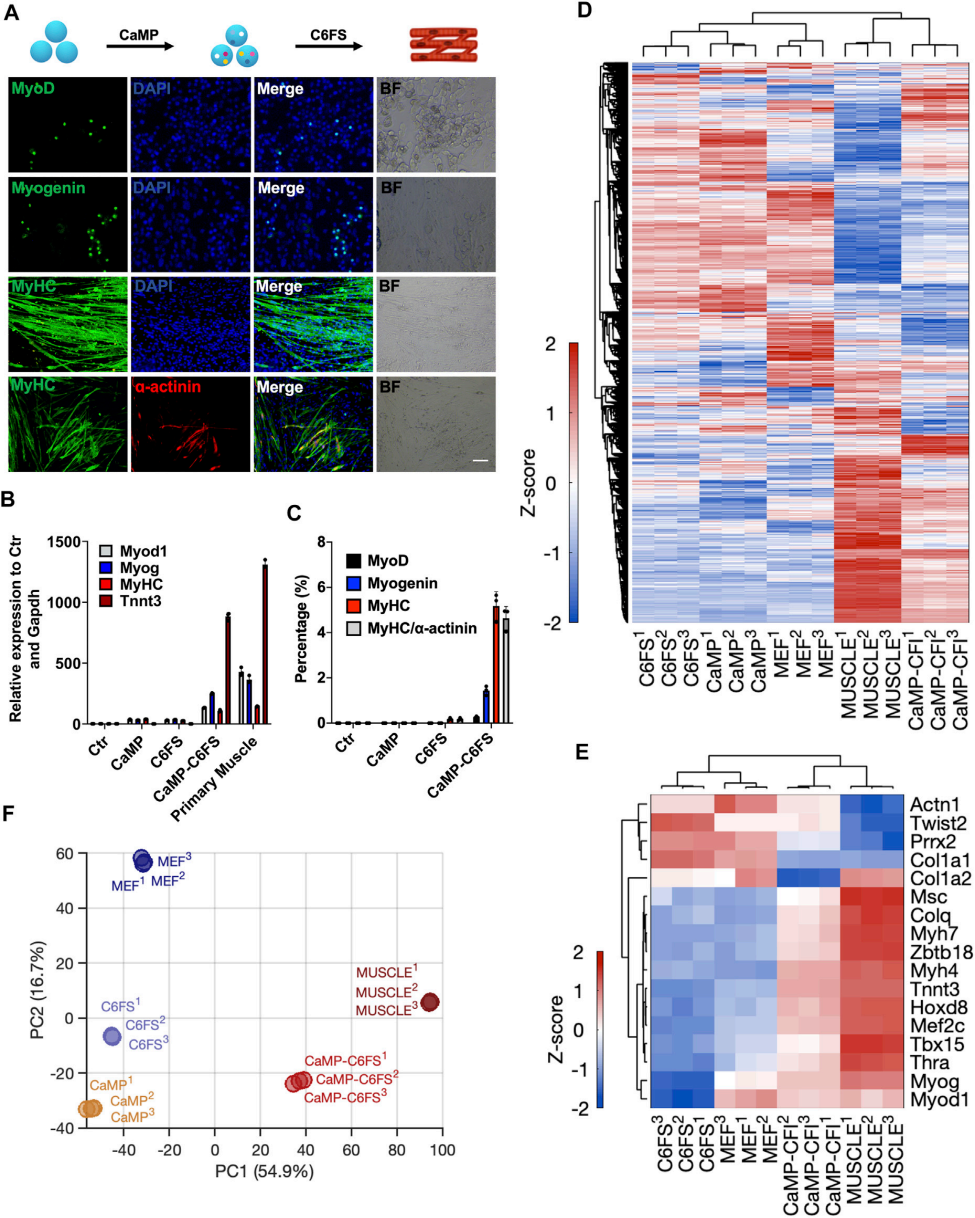
Direct chemical reprogramming system into myocytes was empowered with CaMP induction. **(A)** Induction of skeletal muscle cells with the CaMP pretreatment. Scale bar, 100 μm; C6FS, CHIR99021/616452/Forskolin/SB431542. **(B)** Relative mRNA expression of typical skeletal muscle marker genes induced with or without CaMP pretreatment. **(C)** The efficiency statistics of induced skeletal muscle cells identified by immunostaining. **(D)** Gene expression heatmap of all differentially expressed genes (normalized FPKM changed more than 1.5 among the samples) in skeletal muscle cells induced with or without CaMP step (analyzed by RNA-Seq of more than 30 clusters of induced skeletal muscle cells). The color key, Z-score of normalized FPKM. **(E)** Gene expression heatmap of typical skeletal muscle genes in skeletal muscle cells induced with or without CaMP step (analyzed by RNA-Seq of more than 30 clusters of induced skeletal muscle cells). The color key, Z-score of normalized FPKM. **(F)** PCA projection of myocytes reprogramming processes analyzed with all differently expressed genes. The coefficient of variation (CV) was calculated for each gene among samples, and the PCA was performed with genes with CV larger than 0.1.

By RNA sequencing, we found that the skeletal muscle cells induced through CaMP had activated the expression of myocyte-specific genes (Figures 6D,E). By principal component analysis, we found that the myocytes induced through CaMP induction had more comparable transcriptional profiles to primary functional cells than the cells induced without the CaMP priming (Figure 6F).

### Cells Induced From the CaMP State Are Not Derived From Progenitor Cells or Pluripotent Stem Cells

To determine whether the induced neuron-like cells and myocytes were derived from fibroblasts and to rule out the contamination of progenitor cells in fibroblast culture, we applied the Col1a2 lineage-tracing system during the induction of neuron-like cells and myocytes. By immunostaining, we found that Tuj1 or MyHC expressing cells were mostly induced from Col1a2 expressing cells, suggesting that neuron-like cells were induced from fibroblasts rather than contaminated progenitors (Figures 7A,B). Furthermore, we induced adult mouse tail tip fibroblasts into neuron-like cells and beating myocytes expressing specific markers by introducing CaMP state (Figures 7C,D), which confirmed that CaMP induced plasticity in TTFs and further ruled out the contamination of neural progenitor cells in MEFs.

**FIGURE 7:**
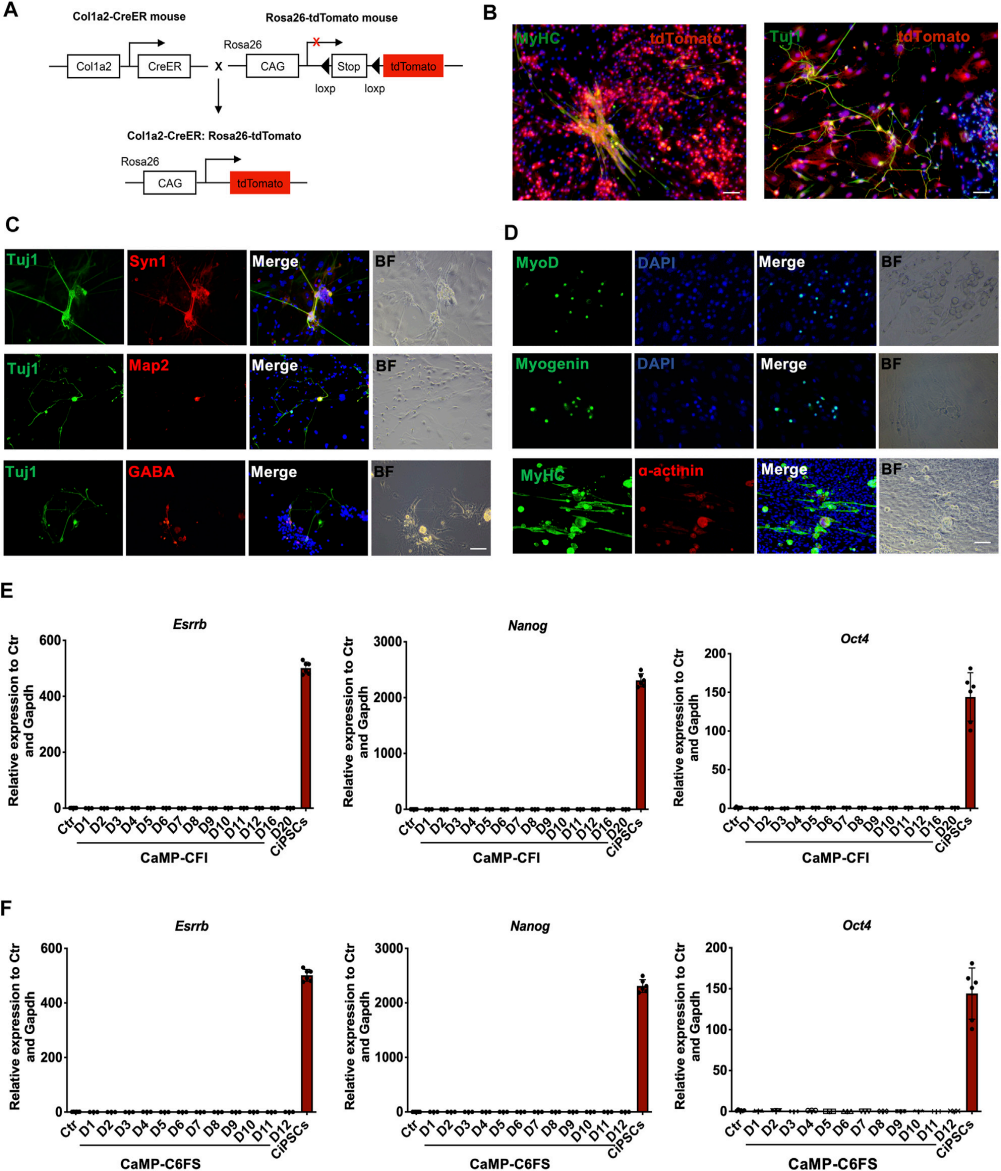
Cells induced from the CaMP state are not derived from progenitor cells or pluripotent stem cells. **(A)** Schematic diagram of Col1a2-derived lineage-tracing system. **(B)** Immunofluorescence for Tuj1-positive neuron-like cells and MyHC-positive myocytes that induced from Col1a2-positive fibroblasts. **(C)** Immunostaining for neuron-like cells induced from TTFs with CaMP pretreatment. Scale bar, 100 μm. **(D)** Immunostaining for skeletal muscle cells induced from TTFs with CaMP pretreatment. Scale bar, 100 μm. **(E)** Relative mRNA expression of hallmark pluripotent genes (*Nanog*, *Oct4*, and *Esrrb*) through the neuron-like cells induction process. **(F)** Relative mRNA expression of hallmark pluripotent genes (Nanog, *Oct4*, and *Esrrb*) through the skeletal muscle cells induction process. Data are presented as mean ± SD, ***p < 0.001; **p < 0.01; *p < 0.05, *t*-test.

Besides, we had not detected the endogenous expression of pluripotent genes, such as *Nanog*, *Esrrb*, and *Oct4*, throughout the chemical reprogramming processes by RT-qPCR analysis (Figures 7E,F). The Oct4-GFP was not activated during the chemical reprogramming processes to neuron-like cells and myocytes by daily observation. These indicated that the neuron-like cells induction processes initiated by CaMP pretreatment did not activate the pluripotent genes.

Moreover, we found that the neuron-like cells and myocytes induced through the CaMP phase did not require the intermediate XEN-like states. The gene *Sall4*, a typically expressed master TF of XEN cells, had low expression in the process of reprogramming. The knockdown of XEN master genes, *Sall4* and *Gata4*, impaired the formation of XEN-like colonies but did not decrease the induction efficiency of neuron-like cells or myocytes (Supplementary Figure S3). It indicated a more direct cell fate conversion from fibroblasts to target cell types without establishing the XEN-like cell identity (Figure 8). These findings supported that cell plasticity with neuron-like cells and myocyte lineage specification potential was induced during the CaMP process.

**FIGURE 8:**
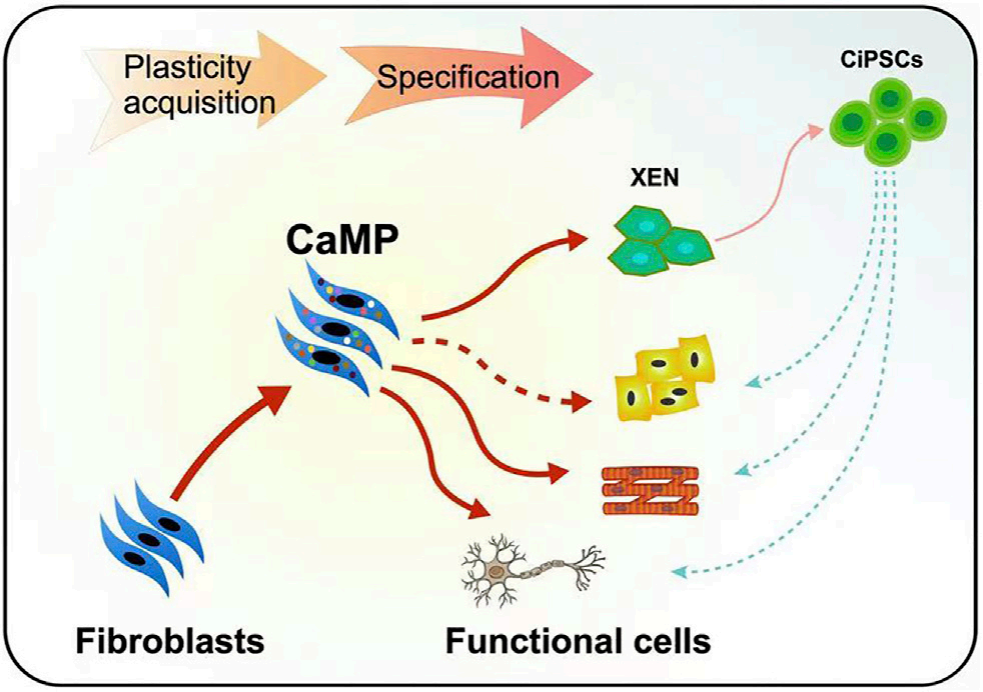
Graphical abstract of the plastic CaMP state amenable to direct lineage reprogramming.

## Discussion

In this study, we found that the cell fate specification was not initially determined in the chemical reprogramming process. Instead, a plastic CaMP state was induced, with the heterogeneous expression of multiple developmental genes, and without the determination to any specific cell fate. The establishment of such cell plasticity may account for the common roles of these key chemicals used in the CaMP induction in inducing different cell types.

Our findings provide a new understanding of cell plasticity and stability. Although it has been reported that the master regulators of cell fates, such as tumorigenicity-related genes, are always regulated strictly by multiple epigenetic mechanisms (Graf and Enver, 2009; Li et al., 2016; Dhar et al., 2018), our findings suggest that a considerable number of developmental-associated TFs are not quite strictly regulated in fibroblasts. These suggest that somatic cells possess plasticity in response to exogenous stimuli, in terms of expressing master genes for another cell fate, which could be an initial step and a priming phase for cell fate conversion (Dhar et al., 2018). In addition, the CaMP state would be reminiscent of pluripotent stem cells (PSCs) regarding their specification potential into cells of differentiated germ layers, such as myocytes and neuron-like cells as indicated in this study, as well as extraembryonic cell types like XEN-like cells in the previous report (Zhao et al., 2015). Even PSCs have a priming state with stochastically low expression of developmental genes (Bernstein et al., 2006), similar to the stochastic activation of developmental genes in the CaMP cells revealed in this study. These may suggest similar molecular bases for cell plasticity in the CaMP phase and pluripotent cells. In contrast, cells in the CaMP phase differ from pluripotent stem cells regarding their different gene expression profiles, spontaneous differentiation potential, and development potential in a single cell.

Furthermore, cells in the CaMP phase may not have the potential to differentiate by nature, with the fact that the treatment of chemicals and culture medium after CaMP are also essential for determining the cell fate specification derivate. Our previous study found that the trigger for cell fate specification is also very critical to hierarchically activating all the essential TFs for cell fate determination and transition (Yang et al., 2020). The initial fibroblasts program could not be substantially impaired unless major master TFs for another cell type are all co-expressed in the final transition stage (Yang et al., 2020). These support the concept that cell fate is somehow stable and not easily reversible, although easily primed.

In comparison, the process of transgenes *OSKM*- (*Oct4*, *Sox2*, *Klf4*, and *c-Myc*) induced pluripotent stem cell (iPS) generation is also a similar biphasic process, with an early stochastic gene-activation stage induced mainly by *c-Myc* and a late, more determined process mainly orchestrated by *OSK*, downstream of *Sox2* expression (Sridharan et al., 2009; Buganim et al., 2012; Polo et al., 2012). Recently, the heterogeneity of early-reprogramming cells expressing considerable development-associated genes induced by OSKM has also been reported (Schiebinger et al., 2019). These suggest that the biphasic “plasticization and specification” process revealed in our study could be a general principle for cell-fate reprogramming for both chemical and transgenic reprogramming.

Importantly, by harnessing the CaMP state induced in the initial stage of chemical reprogramming, we improved the reprogramming systems towards neuron-like cells and myocytes with pure chemicals by pretreating the cells with the CaMP inducing chemical cocktails. Moreover, the resting membrane potential of CaMP-induced neuron-like cells was –48.68 ± 2.43 mV (Supplementary Table S1), which was significantly lower than other reported chemical-induced neurons (–25 or –35 mV). It indicates that CaMP-induced neuron-like cells had more complete ion channels and were functionally closer to primary neurons. Besides, rather than using limited genes as biomarkers (typically done in other reported chemical reprogramming systems) (Hu et al., 2015; Li et al., 2015; Li et al., 2017), we compared all differentially expressed genes among samples. We found that CaMP-induced neuron-like cells had more similar transcriptional profiles to the primary functional cells. Overall, the CaMP-induced neuron-like cells were more mature in transcriptional profile and function than those previously reported. It would also be interesting to further determine whether chemical reprogramming through the CaMP state can be extended to obtain other functional cell types as a general strategy for developing chemical reprogramming systems and even be applied to human cells.

Similar to this strategy, a cell activation and signaling-directed (CASD) strategy, has been reported by transiently overexpressing Yamanaka factors, *OSKM*, to obtain different functional cell types, such as hepatocytes, pancreatic beta cells, and cardiomyocytes (Efe et al., 2011; Li et al., 2014; Wang et al., 2014; Zhu et al., 2014), although it was found that this strategy involved the transient acquisition of pluripotency (Bar-Nur et al., 2015; Maza et al., 2015). However, in chemical reprogramming through the CaMP state, it is not likely that chemicals induced a pluripotent state in the initial first 4 days of the 40 days long chemical reprogramming process towards CiPSCs. The chemicals rather established a more plastic state with a more active epigenetic state beneficial for transcriptional activation. Besides, it has been reported that the XEN-like cells induced during chemical reprogramming to CiPSCs are also plastic and can be further induced into other cell lineages, such as neurons or hepatocyte-like cells (Li et al., 2017). In comparison, our study showed that cell plasticity can be induced at the very beginning of chemical reprogramming for further cell specification, even before the establishment of XEN cell identity and without substantial silencing of core transcriptional networks of fibroblasts.

In comparison with cell differentiation from induced pluripotent stem cells or expandable XEN-like cells, cell fate lineage reprogramming systems through the CaMP state are more direct, bypassing the concerns of potential tumorigenicity resulting from uncontrolled cell expansion in *in vivo* applications and has the potential to be induced to cell types of all three germ layers. As a result, direct cell fate reprogramming through the CaMP state may be a new paradigm and a shortcut to obtaining functional cells for regenerative medicine (Figure 8).

## Conclusion

This study enlightens the understanding of chemical reprogramming by dissecting the contribution of reprogramming chemicals to the activation of development-associated transcription factors. It proves a new approach to obtain functional cell types through a CaMP state in the future of regenerative medicine.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE155818.

# Supplementary material for: Chemical Pretreatment Activated a Plastic State Amenable to Direct Lineage Reprogramming
**Source:** Front Cell Dev Biol. 2022 Mar 25;10:865038. doi: 10.3389/fcell.2022.865038
**Supplement:** Supplementary file 7

**Supplementary legends**

**Supplementary Figure S1**

(A, B). Clustering of temporal gene expression dynamics in the early stage of chemical reprogramming with cocktails of VC6FAE and C6F5UE. *K*-means clustering partitioned genes which FPKM > 1 at least one time point into 20 clusters.

(C, D). Gene ontology analysis of activated endogenous TFs induced by VC6FAE and C6F5UE.

**Supplementary Figure S2**

(A). ATAC signal visualization of representative TFs which have high level chromatin accessibility both in Control and CaMP samples.

**Supplementary Figure S3**

(A, B). The relative number of Tuj1^+^ neuron-like cells and MyHC^+^ skeletal muscle cells after *Sall4* and *Gata4* knockdown (analyzed on day 16).

(C, D). *Gata4* and *Sall4* mRNA expression levels when *Gata4* and *Sall4* were knockdown, respectively. (analyzed on day 16 by RT-qPCR).

(E). The number of XEN colonies induced with *Sall4* or *Gata4* knockdown before passage at day 16.

**Data are presented as mean ± SD, ***p < 0.001; **p < 0.01; *p < 0.05, t test.**

**Supplemental table 1.** Electrophysiological properties of neuron-like cells induced from CaMP state.

**Supplemental Video 1**. Contractile skeletal muscle cells induced by CaMP-C6FS on day 12.

How the deposited data were processed for this re-analysis (not part of the article)

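The deposited data cover ATAC-seq of mouse embryonic fibroblasts on day 4 under 7 treatments, with 2 libraries each, and ChIP-seq of H3K4me3 and H3K27me3 with input on the same day, with 1 library per treatment. The treatments are named by their chemicals: C is CHIR99021, 6 is the compound that the paper names by a number, F is Forskolin, A is AM580 and E is EPZ004777. CaMP is C6FAE, and 6FAE, CFAE and C6AE each lack 1 of the chemicals C, 6 and F. AE, Basal and Control (the label of the ATAC-seq controls) complete the set. The paper defines neither AE nor Basal for these assays. In the ChIP-seq, 3 samples titled as control carry the treatment C6FAE in their labels, so they were treated as samples of unknown condition. The paper reports the ATAC-seq of Control and CaMP and no ChIP-seq.

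The authors called peaks in each library with MACS 2.1.2 at a p-value threshold of 0.05, without local background, with tags of 150 bp extended to 250 bp and 1 tag kept per position. ATAC-seq and H3K27me3 peaks are broad and H3K4me3 peaks narrow, and the ChIP-seq lists were made against input. The headers of the lists say that q was not calculated at this kind of threshold, yet the lists hold a column of -log10 q with values, which was used as listed, so every count at a q threshold rests on it. For each peak the authors' lists give the -log10 p and -log10 q as MACS wrote them, the fold enrichment over the background that MACS modelled, and the pileup of tags that MACS counted at the peak. The authors also gave 3 tables of RPKM, the mean over bins of each region, for ATAC-seq, H3K4me3 and H3K27me3. The paper states that the bins were made with bamCoverage of deepTools. These tables hold 1 column per treatment, and the ATAC-seq columns are merged over libraries. The aligner and the genome build are not named in the paper's text. Chromosome names and positions were checked against the annotated genes of GRCm38: peaks lie beyond the last gene on 10 of 21 chromosomes, and 9 chromosome names are of the random kind. The positions are therefore not of GRCm38. They were not joined to genes, and the claims about single genes, lists of transcription factors and their RNA were not analysed here.

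The plan set in advance was to test regions between libraries with limma on log2(RPKM + 1). The merged columns have no replicates, so limma could not be fitted, and no p-value between ATAC-seq conditions is given. Regions were counted instead by the size of the difference of log2(RPKM + 1), with a pseudocount of 1 and a threshold of 1 (2-fold), and the libraries were compared through their peak lists. A merged peak belonged to a condition when both its libraries had a peak that overlapped it by at least 1 bp. The planned measure of the gain kept without 1 chemical used RPKM of single libraries, and was replaced by the share of peaks found again in the other replicate. Of the regions named by position, the rule set in advance was the 5 largest increases and the 5 largest decreases with both CaMP libraries on the same side of both Control libraries. Since the table has no libraries, this was replaced by a listed peak in both libraries of one condition and in none of the other. Every gene the paper names for ATAC-seq was also on that rule, and none was analysed here.

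Total tags ranged from 3346418 to 8764791 in the ATAC-seq libraries and from 633980 to 7103488 in the ChIP-seq libraries of a mark. Shares of regions have 95% Wilson intervals, and medians have order-statistic intervals over regions. Both cover only the number of regions, which are not replicates, and reads without molecular identifiers are not independent molecules. The intervals of the gain kept come from 1000 bootstrap draws of peaks. The interval of the difference between regions with and without H3K4me3 comes from 1000 bootstrap draws of 20 chromosomes, chosen over draws of regions after the first interval had been seen. The relations across libraries have permutation p-values, from 100000 permutations for 14 libraries and from all orders for 7 libraries.

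The alternatives set in advance changed the pseudocount (0.1 and 10), the scaling between columns (median, quantile and most open regions), the filter on low RPKM, the chromosomes, the fold threshold (1.5), the peak threshold (-log10 q of at least 5, or the 20000 peaks of highest score), the overlap, the number of libraries that must hold a peak and the libraries used. A threshold of -log10 q of at least 1.3 was added after seeing the data, as was leaving out each Control and CaMP library with the 20000 peaks of highest score. On simulated data, the counting of changed regions recovered 200 of 200 changed regions with 0 false ones among 36431 under no scaling, median centring and quantile normalization. The simulated changes were well past 2-fold, with little noise, and far fewer than in the data. All regions were also raised 1.5 times under median centring and quantile normalization, but not under no scaling. These runs check the counting only, and cannot show which scaling suits the data. The peak comparison recovered all simulated sets, and the interval of the median held the true median in 948 of 1000 runs. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.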

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

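The tests in this part were chosen after the results had been seen, apart from the one on the scaling between columns.

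The paper reports ATAC-seq for Control and CaMP, and the deposited table also holds the other treatments. Compared with Control, the number of regions at least 2-fold higher was 5526 in 6FAE, 6794 in AE, 5167 in Basal, 3955 in C6AE and 9743 in CFAE, against 9136 in CaMP. The regions at least 2-fold lower numbered 1568, 1633, 1321, 2755 and 1258 in the same order. All of these comparisons use the same Control column, so a low Control column raises every one of them. In the RPKM as deposited, more regions were higher than lower in each of these treatments, including AE, whose label holds none of the chemicals C, 6 and F, and Basal, which the paper does not define. Centring each column on its median sets the middles of the columns equal by construction, and 47.95% of the regions changed were then higher in CaMP. It removes a gain shared by all regions as well as a difference in scale, so it cannot show which is present. Centred on the 10% of regions with the highest mean RPKM, more regions were still higher than lower, with 62.4% of the regions changed higher in CaMP, 81.3% in 6FAE, 56.5% in AE, 78.4% in Basal, 74.1% in C6AE and 69.5% in CFAE. That setting takes the most open regions as unchanged, which was not tested. A difference in the scale of the columns and a gain over all regions cannot be told apart from this table, because either moves all regions of a column. Sequencing depth as the whole cause is argued against on the deposited scale only. 6FAE and Basal have more tags than CaMP. The larger of their median log2 differences from Control was 0.2393 on that scale, against 0.50 in CaMP. Centred on the most open regions, both exceeded CaMP, at 0.2942 in 6FAE, 0.2166 in Basal and 0.1098 in CaMP. The signal to background of single libraries stays open too. The number of enriched peaks differed 13-fold between the replicates of 6FAE, more than the 3.83-fold difference of geometric means between CaMP and Control. That is the largest of the 7 ratios between replicates, and the ratio was 4.7 in C6AE, 2.86 in CaMP, 1.61 in CFAE, 1.53 in Control, 1.36 in AE and 1.09 in Basal. Both CaMP libraries (15909 and 5567 enriched peaks) exceeded both Control libraries (3040 and 1982). The RPKM columns are merged, so the counts of regions could not be tested against this spread. The enriched peaks are known for 2 libraries per treatment, and no test of a treatment effect was made on them.

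The paper reports no ChIP-seq. The H3K27me3 libraries had 82 enriched peaks in CaMP, 136 in CFAE and 74 in 6FAE, and 4115 in AE, 6100 in Basal and 17766 in C6AE. The treatments with few peaks are those that contain Forskolin. This holds at the threshold chosen after seeing the data. At a -log10 q of at least 5 the H3K27me3 peaks numbered 21 in CaMP, 22 in CFAE and 9 in 6FAE, and 102 in AE, 21 in Basal and 120 in C6AE, so Basal did not differ from CaMP and CFAE there. At the first threshold, with 3 treatments against 3 and 1 library each, the exact permutation test gave a two-sided p of 0.1, the smallest it can give over 20 splits. Depth is argued against for CaMP and CFAE: the shallower of these libraries had 3294779 tags, more than the Basal library with 2876197. For 6FAE, with 633980 tags, depth and a loss of the mark cannot be told apart. A weak immunoprecipitation also stays open, and the H3K4me3 libraries of the same treatments do not settle it. Their RPKM was lower than in Basal in 93.8% of regions in CaMP, 97.7% in 6FAE and at least 76.15% in each of the 3. Enriched H3K4me3 peaks were fewer than in Basal (37459) in CaMP (31031) and more numerous in 6FAE (42402) and CFAE (53155). With a -log10 q of at least 5 they were fewer than in Basal (15724) in all 3, at 12422 in CaMP, 12141 in 6FAE and 14081 in CFAE. AE and C6AE, which lack Forskolin, were under Basal too, at 14297 and 12568 there. Their enriched H3K4me3 peaks numbered 36473 and 35714, also fewer than in Basal. The Basal library was the deepest of this mark, at 7103488 tags, and the C6AE library the shallowest, at 745089. These counts were therefore not compared at equal depth. A loss of H3K27me3 with Forskolin is a candidate explanation that these single libraries can neither exclude nor separate from the library effects. The sample titled as control for H3K27me3, of unknown condition, had 908 enriched peaks.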

How the results depend on the processing

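The alternatives below were set before the data were examined, apart from those said to be added after seeing the data. The values from the merged RPKM columns carry no test, so a value is said to have moved when it left its 95% interval over regions, or, for a count, when it changed by more than 1.5 times. Where no reason is given, the cause was not tested.

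In the comparison of CaMP and Control, the scaling between columns moved the share of higher regions and the median difference most, and a pseudocount of 10 moved the 2 counts most. Centred on the median of all regions, 3759 regions were at least 2-fold higher and 4081 lower (47.95% higher), and the median difference changed sign to -0.0724. After quantile normalization there were 3910 and 3849 (50.39% higher, median difference -0.0019). Centred on the 10% of regions with the highest mean RPKM there were 5041 and 3042 (62.37% higher, median difference 0.1098). The median and quantile settings set the middle of each column equal by construction. With a pseudocount of 10 the counts fell to 2601 and 373 (87.46% higher, median difference 0.3156), since a larger pseudocount shrinks the differences. With a pseudocount of 0.1 the median difference was 0.5319. Without the regions under the lower quartile of mean RPKM, 920 regions were lower, 87.77% of the regions changed were higher and the median difference was 0.5154. At 1.5-fold, 16327 regions were higher and 3170 lower (83.74% higher). On autosomes alone the 2 counts, the share and the median stayed within their limits, as did the ratio of RPKM sums on autosomes and under the filter on low RPKM. The regions named by position kept their direction and a difference of at least 1 in all 50 values, with the 5 increases between 1.845 and 8.312 and the 5 decreases between -6.244 and -1.346.

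For the other treatments against Control, the counts of regions higher and lower, in that order, were 3257 and 2787 in 6FAE, 2872 and 3627 in AE, 2910 and 2578 in Basal, 3552 and 3129 in C6AE and 3403 and 3561 in CFAE when centred on the median. They were 2793 and 2957 in 6FAE, 3293 and 3160 in AE, 2827 and 2594 in Basal, 3233 and 3292 in C6AE and 3407 and 3434 in CFAE after quantile normalization. Centred on the 10% of regions with the highest mean RPKM, they were 6096 and 1400 in 6FAE, 3714 and 2858 in AE, 5011 and 1377 in Basal, 5474 and 1914 in C6AE and 5268 and 2312 in CFAE. With a pseudocount of 10 they were 714 and 298 in 6FAE, 1533 and 280 in AE, 775 and 214 in Basal, 485 and 509 in C6AE and 2505 and 264 in CFAE, and without the regions under the lower quartile 2980 and 1109 in 6FAE, 5019 and 798 in AE, 3191 and 850 in Basal, 2191 and 1971 in C6AE and 6778 and 638 in CFAE. The median and quantile settings make the middles of the columns equal by construction, which draws the 2 counts toward each other without fixing them. More regions were lower than higher in C6AE with a pseudocount of 10. With a pseudocount of 0.1 none of these 10 counts changed by more than 1.5 times.

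The number of peaks per library depended on the threshold. At a -log10 q of at least 5 the replicates had 57 and 49 in Control, 1708 and 226 in CaMP, 32 and 1082 in 6FAE, 210 and 230 in AE, 325 and 330 in Basal, 91 and 26 in C6AE and 340 and 1302 in CFAE peaks. The 20000 peaks of highest score are 20000 in every library by construction. At a -log10 q of at least 1.3, added after seeing the data, they had 3040 and 1982 in Control, 15909 and 5567 in CaMP, 1027 and 13337 in 6FAE, 7048 and 5174 in AE, 6708 and 7313 in Basal, 3810 and 810 in C6AE and 8537 and 13723 in CFAE. On autosomes alone none of the 14 counts changed by more than 1.5 times.

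The merged peaks of one condition moved too. An overlap of at least 50% of the shorter peak left every count within 1.5 times. A -log10 q of at least 5 gave 162 in CaMP only, 3 in Control only and 20 in both, and the 20000 peaks of highest score gave 6052 in CaMP only, 1267 in Control only and 4447 in both. Where 1 library of a condition sufficed there were 290981 in CaMP only, 327088 in Control only and 268668 in both, which changed the direction. At a -log10 q of at least 1.3, added after seeing the data, there were 4009 in CaMP only, 127 in Control only and 946 in both. Across the 4 comparisons that each left out 1 Control or CaMP library, the peaks ranged from 44455 to 377360 in CaMP only, from 37546 to 340022 in Control only and from 65936 to 94197 in both. The direction follows from the construction, since a condition with 1 library left needs a peak in that library alone: Control only was larger without either Control library (340022 against 44455 in CaMP only without replicate 1, and 224629 against 64940 without replicate 2), and CaMP only without either CaMP library (377360 against 37546 in Control only without replicate 1, and 191734 against 52804 without replicate 2). With the 20000 peaks of highest score, added after seeing the data, leaving out Control replicate 1 gave 4937 in CaMP only, 14245 in Control only and 5569 in both, leaving out Control replicate 2 gave 4258 in CaMP only, 13529 in Control only and 6248 in both, leaving out CaMP replicate 1 gave 15351 in CaMP only, 1134 in Control only and 4573 in both, and leaving out CaMP replicate 2 gave 14905 in CaMP only, 688 in Control only and 5027 in both.

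The gain kept without 1 chemical depended on the replicate in which it was measured. With selection on replicate 2 and measurement on replicate 1, it was -25.21% in 6FAE, 33.19% in AE, 26.75% in Basal, 34.36% in C6AE and 70.44% in CFAE, against 149.4% in 6FAE, 54.91% in AE, 65.59% in Basal, -11.08% in C6AE and 133.2% in CFAE with the replicates in the other order. The sign changed in 6FAE and C6AE. At a -log10 q of at least 1.3, added after seeing the data, it was 267.3% in 6FAE, 70.9% in AE, 119.3% in Basal, -21.27% in C6AE and 262.5% in CFAE.

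The ChIP-seq levels, as median log2 differences from Basal, are given under each setting below. Median centring and quantile normalization set the middle of each column equal by construction, so the sign of the small differences left under them carries no direction. Centring on the 10% of regions with the highest mean RPKM takes those regions as unchanged, which was not tested. Centred on the median, the differences were for H3K27me3 -0.062 in 6FAE, 0.12 in AE, -0.067 in C6AE, 0.039 in CaMP and 0.015 in CFAE, and for H3K4me3 -0.005 in 6FAE, 0.013 in AE, -0.052 in C6AE, -0.011 in CaMP and -0.009 in CFAE. After quantile normalization they were for H3K27me3 -0.13 in 6FAE, 0.069 in AE, 0.038 in C6AE, -0.03 in CaMP and -0.048 in CFAE, and for H3K4me3 0.005 in 6FAE, 0.004 in AE, -0.063 in C6AE, -0.013 in CaMP and -0.003 in CFAE. Centred on the 10% of regions with the highest mean RPKM, they were for H3K27me3 -0.21 in 6FAE, 0.051 in AE, 0.32 in C6AE, 0.35 in CaMP and 0.23 in CFAE, and for H3K4me3 -0.003 in 6FAE, -0.023 in AE, -0.095 in C6AE, -0.031 in CaMP and -0.021 in CFAE, with the direction changed for H3K27me3 in AE, CaMP and CFAE and for H3K4me3 in AE and C6AE. With a pseudocount of 0.1 they were for H3K27me3 -0.59 in 6FAE, -0.072 in AE, 0.044 in C6AE, -0.86 in CaMP and -0.76 in CFAE, and for H3K4me3 -0.68 in 6FAE, 0.091 in AE, 0.42 in C6AE, -0.64 in CaMP and -0.19 in CFAE, and with a pseudocount of 10 for H3K27me3 -0.16 in 6FAE, -0.023 in AE, 0.013 in C6AE, -0.22 in CaMP and -0.20 in CFAE, and for H3K4me3 -0.40 in 6FAE, 0.059 in AE, 0.29 in C6AE, -0.39 in CaMP and -0.12 in CFAE, all with the direction kept.

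No paired analysis was possible because the RPKM columns are merged over the libraries of a treatment, and neither the paper nor the labels say that a replicate number marks a shared batch. For the same reason the following were not run: limma with its alternatives (other thresholds of the adjusted p, the fit without trend, the fit on all 14 libraries, the fit on the groups compared alone and the replicate number as a block), leaving out a replicate in the counts of regions, the median difference and the RPKM sums, and the RPKM scalings, pseudocounts and 1.5-fold selection of the gain kept. The windows around transcription start sites and every alternative for the transcription factor list, the relation of RNA to ATAC-seq, the openness of factors without a gain, Pou5f1 and the named genes were not run, because positions were not joined to genes. The H3K27me3 library of 6FAE had 633980 tags, the fewest of that mark, and whether its few enriched peaks follow from this depth could not be told apart from a loss of the mark.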

Differences from the paper's values

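In the heat map of changed regions, the paper's regions enriched in CaMP outnumber those enriched in Control by about 10 to 1 (Fig. 3A, read by eye from the heights of the clusters). Here the ratio of regions at least 2-fold higher to regions at least 2-fold lower in CaMP was 5.67. The paper's text does not give the threshold behind its regions, so the 2 values need not count the same set. Among the alternatives set before the data were examined, the ratio was 6.97 with a pseudocount of 10 and 7.18 without the regions under the lower quartile of mean RPKM, both within 1.5 times of the paper's value. It stayed further away with a pseudocount of 0.1 (5.44), on autosomes alone (5.63), at 1.5-fold (5.15), with columns centred on the most open regions (1.66), after quantile normalization (1.02) and with columns centred on the median of all regions (0.921).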

Other observations

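Of the tests in this part, those on the scaling between columns, on rescaling for mitochondrial reads, on gained against common peaks and on starting openness were set out before their results were seen, and the others after.

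Several causes were weighed for the larger number of regions higher than lower in CaMP. Mitochondrial reads counted in the RPKM total are argued against as the whole cause, as far as the columns are scaled to the mapped reads. The 2 mitochondrial regions had a mean RPKM of 10040 in Control and 10087 in CaMP. Their RPKM times length in CaMP was 1.002 times that in Control. On that scaling, Control held no larger mitochondrial share. The ratio to Control in the other treatments was between 0.8533 and 1.156, and the merged columns give no replicate error for it. As a percent of the RPKM sum over regions, the mitochondrial regions made up 9.737 in Control and 7.114 in CaMP, which goes the other way. The test first set out, a rescaling for mitochondrial reads, left a median log2 difference of 0.4635 over the 36429 other regions. It decides nothing, because these percents have the RPKM sum over regions as their base, and that sum rises with the gain itself. Depth as the whole cause is argued against by the treatments with more tags (0.2393) on the deposited scale only. C6AE, the closest to Control in tags, had only 0.0323 on that scale, so depth as a part of the cause stays open. Centred on the most open regions, 6FAE (0.2942) and Basal (0.2166), with more tags, exceeded CaMP (0.1098). The scaling between the columns stays open, with 62.4% of the regions changed higher when centred on the most open regions and 47.95% when centred on the median, because centring on the median removes a true gain over all regions as well as a difference in scale. The signal to background of the libraries stays open too: the replicates differed 13-fold in enriched peaks in 6FAE and 4.7-fold in C6AE, and less than the 3.83-fold difference between CaMP and Control in the other 5 treatments. A gain of chromatin accessibility in CaMP may be present, and these values can neither exclude it nor separate it from the quality of the libraries.

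The Control libraries shared 28.8% of their 20000 peaks of highest score with each other. In 20 of the 24 pairs of a Control library with a library of another treatment, at least as many were shared. Over all 14 libraries, pairs of the same treatment shared 40.2% on average and other pairs 38.5% (exact permutation p = 0.073 over 135135 pairings). A candidate explanation is weak enrichment in the Control libraries. Across the 14 libraries, the share of top peaks shared with the others rose with log10 of the number of enriched peaks (Pearson's r 0.994, Spearman's rho 0.991, permutation p = 1e-05 for both, the smallest that these permutations can give; Benjamini-Hochberg adjusted p = 2e-05 over 2 relations). Without the 2 libraries farthest from the median, C6AE replicate 2 and 6FAE replicate 1, r was 0.986. Both measures come from the same peak lists, and a library with little signal has few peaks of either kind. Total tags also rose with log10 of the number of enriched peaks (r 0.77, rho 0.798, permutation p = 0.0012 and 0.00094, adjusted p = 0.0012 for r), and r was 0.695 without the 2 farthest libraries, 6FAE replicate 2 and CaMP replicate 1. No sequencing batch is given in the labels, so neither relation could be taken within batches.

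Peaks present in one CaMP library and absent from the Control library of the same number were looked for in the other replicate of every treatment. The 20000 peaks of highest score in each library were used. The paper studies the omission of C, 6 and F by RNA and reports no ATAC-seq for it. In replicate 2, 46.6% of them were found in 6FAE, 26.7% in AE, 29.0% in Basal, 12.9% in C6AE and 43.2% in CFAE, and in replicate 1, 11.6% in 6FAE, 23.0% in AE, 21.8% in Basal, 23.2% in C6AE and 30.3% in CFAE. Placed between Control at 0% and CaMP at 100%, 6FAE moved from 149.4% to -25.21% and C6AE from -11.08% to 34.36%, so the replicate changed the direction of both. The quality of the library measured is a candidate explanation: libraries with more enriched peaks found more of these peaks, with r 0.935 (exact permutation p = 0.0024) in replicate 2 and 0.927 (exact permutation p = 0.0036) in replicate 1, each across 7 libraries. Spearman's rho was 0.929 (exact p = 0.0067) and 0.893 (exact p = 0.012), and the adjusted exact p for r was 0.0036 in both. Without the 2 farthest libraries, r was 0.855 and 0.773. A test set out before its result was seen asked whether quality lowers the finding of gained and common peaks alike, so that their ratio would be about 100% of that of CaMP in each of 6FAE, CFAE and C6AE. The ratios ran from 47.24% in 6FAE replicate 1 to 115.9% in 6FAE replicate 2, and were 107.4% and 89.18% in CFAE replicates 2 and 1. In C6AE, which lacks Forskolin, the ratio lay under CaMP in both, at 55.23% in replicate 2 and 74.41% in replicate 1. The 2 ratios of 6FAE differ by more than C6AE differs from CaMP, and each ratio rests on 1 library, so a loss without Forskolin stays open beside library quality. For 6FAE and CFAE the replicates fell on both sides of CaMP.

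The peaks of CaMP were found less often in Control than in CaMP in both exchanges of the replicates, and peaks too weak for a poorly enriched library are a possible explanation. At matched peak score, the ratio of gained to common peaks found was 0.359 in Control replicate 1, against 0.328 in 6FAE replicate 1, a library of another treatment with fewer enriched peaks. In replicate 2 it was 0.378 in Control and 0.408 in C6AE, which has fewer enriched peaks than Control. The order differs between the replicates. In replicate 1, the ratio was 0.501 in C6AE (3810 enriched peaks), above Control (3040 enriched peaks), AE (0.447 at 7048) and Basal (0.438 at 6708). That goes against weak enrichment as the whole cause, as does C6AE above Control in replicate 2. Both libraries are of 1 treatment, and 6FAE replicate 1 goes with weak enrichment, so this stays open. Among libraries of similar enrichment, the ratio in replicate 2 was 0.683 in CaMP (5567 enriched peaks), 0.511 in AE (5174) and 0.5 in Basal (7313). This comparison was picked out after its values were seen and rests on 1 library each.

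ATAC-seq regions were also sorted by whether they overlapped a region of the authors' H3K4me3 or H3K27me3 table. The 11358 regions with H3K4me3 had a median log2 difference between CaMP and Control of 0.46, with 1287 regions at least 2-fold higher and 24 lower. The 25073 regions without it had 0.54, with 7849 higher and 1587 lower. Lower starting openness of the regions without H3K4me3 was weighed as the whole cause. Within 10 classes of openness, taken from the treatments other than CaMP and Control, the difference fell from 0.0797 to 0.0202 (95% interval 0.00418 to 0.0407 over chromosomes), and 6 of the 10 classes had the higher median without the mark. The classes come from day 4 libraries, among them CFAE, whose own median difference from Control was 0.5579. They therefore do not measure openness before treatment. The classes also go both ways, so whether starting openness is the whole cause stays open. The merged columns give no replicate error for it, and no biological explanation was tested. Of the regions without H3K4me3, the 1879 with H3K27me3 had a median of 0.52 and the 23194 without either mark 0.55.

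In the ChIP-seq tables, the median log2 difference of H3K27me3 from Basal over 19224 regions was -0.68 in CaMP, -0.60 in CFAE, -0.47 in 6FAE, -0.06 in AE and 0.04 in C6AE. For H3K4me3 over 12566 regions it was -0.61 in CaMP, -0.18 in CFAE, -0.64 in 6FAE, 0.09 in AE and 0.40 in C6AE. There is 1 library per mark and treatment. The shallowest was C6AE for H3K4me3 (745089 tags) and 6FAE for H3K27me3 (633980 tags). Centred on the 10% of regions with the highest mean RPKM, the direction changed for H3K27me3 in AE, CaMP and CFAE and for H3K4me3 in AE and C6AE. That setting takes the regions with the most signal as unchanged, which was not tested, so it cannot show which direction is right. The samples titled as control, of unknown condition, had -0.06 for H3K27me3 and 0.38 for H3K4me3.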
